# Differential stromal reprogramming in benign and malignant naturally occurring canine mammary tumours identifies disease-modulating stromal components

**DOI:** 10.1038/s41598-020-62354-8

**Published:** 2020-03-26

**Authors:** Parisa Amini, Sina Nassiri, Alexandra Malbon, Enni Markkanen

**Keywords:** Cancer, Oncology

## Abstract

While cancer-associated stroma (CAS) in malignant tumours is well described, stromal changes in benign forms of naturally occurring tumours remain poorly characterized. Spontaneous canine mammary carcinomas (mCA) are viewed as excellent models of human mCA. We have recently reported highly conserved stromal reprogramming between canine and human mCA based on transcriptome analysis of laser-capture-microdissected FFPE specimen. To identify stromal changes between benign and malignant mammary tumours, we have analysed matched normal and adenoma-associated stroma (AAS) from 13 canine mammary adenomas and compared them to previous data from 15 canine mCA. Our analyses reveal distinct stromal reprogramming even in small benign tumours. While similarities between AAS and CAS exist, the stromal signature clearly distinguished adenomas from mCA. The distinction between AAS and CAS is further substantiated by differential enrichment in several hallmark signalling pathways as well as differential abundance in cellular composition. Finally, we identify COL11A1, VIT, CD74, HLA-DRA, STRA6, IGFBP4, PIGR, and TNIP1 as strongly discriminatory stromal genes between adenoma and mCA, and demonstrate their prognostic value for human breast cancer. Given the relevance of canine CAS as a model for the human disease, our approach identifies disease-modulating stromal components with implications for both human and canine breast cancer.

## Introduction

It is well accepted that the microenvironment surrounding cancer cells, the so-called cancer-associated stroma (CAS), plays a central role in both cancer initiation as well as its progression^1,2^. CAS is composed of various non-cancer cells, among them fibroblasts, immune cells, vascular cells, as well as extracellular matrix. CAS affects tumour cells in several ways: directly by promoting growth and survival of tumour cells, and also by stimulating their invasive and migratory capacity, thereby promoting invasion and metastasis^1,2^. Thus, CAS is considered to be a major determinant of tumour malignancy. However, in contrast to malignant tumours, it remains largely unexplored whether and what stromal changes occur in benign forms of naturally occurring tumours, and how stromal changes in benign neoplasms compare to that of malignant tumours in the same tissue. Such knowledge has the potential to help identify disease-promoting and/or suppressive features of the stroma and identify novel prognostic and therapeutic targets therein.

Close resemblance with regards to both pathophysiology and clinical aspects have positioned spontaneously occurring tumours in the domestic dog as valuable model to enhance understanding of tumour biology in both canine and human patients^3–5^. In particular, canine simple mammary carcinoma (mCA) are regarded as excellent models for human mCA, as they recapitulate the biology of human mCA both histologically and molecularly, and overcome several of the limitations of rodent tumour models^6–8^. Canine simple mCA are malignant epithelial neoplasms that infiltrate the surrounding tissue, thereby inducing a strong stromal response, and can give rise to metastases^9^. In contrast, canine simple mammary adenomas are well-demarcated, non-infiltrative benign mammary tumours generally associated with little fibrovascular supporting stroma^9^. Whether these benign adenomas can progress into more malignant forms, such as mCA, remains an unresolved controversy.

Given the central role of CAS in human cancer in general, and mCA in particular, it is likely to also play a key role in canine mammary tumours. To understand stromal reprogramming in canine mCA and how it compares to human mCA, we have previously analysed CAS reprogramming in formalin-fixed paraffin embedded (FFPE) breast cancer tissue using by laser-capture-microdissection (LCM) and quantitative PCR (RT-qPCR), and further advanced the approach to analyse LCM subsections by next-generation sequencing (RNAseq)^10,11^. Using this powerful RNAseq-driven approach, we have very recently assessed stromal reprogramming in a set of 15 canine mCA, and demonstrated strong molecular homology in stromal reprogramming between canine and human mCA, emphasizing the relevance of the canine model for the human disease also with regards to CAS reprogramming^12^.

For diagnostic and prognostic purposes, there is a high need for markers to reliably predict the clinical course of a tumour. This necessitates understanding what differentiates benign and malignant tumours on a molecular basis. Several studies have demonstrated differences between stromal expression patterns from human mCA *in situ* compared to invasive tumours, some of which can be used as predictive markers for disease^13,14^. However, data regarding stromal reprogramming in naturally occurring benign mammary tumours are inexistent. To analyse whether stromal reprogramming occurs in naturally occurring benign mammary tumours, and to compare stromal reprogramming between benign and malignant mammary tumours, we investigated 13 cases of canine mammary adenoma, and compared stromal reprogramming in canine adenoma to that in canine mCA^12^.

## Results

### Transcriptomic profiling of matched AAS and normal stroma from canine mammary adenomas isolated by laser-capture microdissection from FFPE specimens

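RNAseq counts were re-analysed from 13 cases of canine simple mammary adenoma, a benign epithelial tumour of the mammary gland. Each case gave 1 sample of adenoma-associated stroma (AAS) and 1 sample of normal stroma, isolated by laser-capture microdissection from formalin-fixed and paraffin-embedded (FFPE) tissue. The RNA input was 10 ng per sample according to the methods and 4 ng according to the sample labels. The authors quantified transcripts with kallisto against the Ensembl transcripts of the CanFam3.1 dog genome and summed them per gene with tximport. The resulting matrix of estimated counts covers 18466 genes in 26 samples and is not normalized. Its values are stored as whole numbers, so that rounding them for a count test changed none. The 12 normal stroma samples that the paper analysed held between 759119 and 1602797 estimated counts, with a median of 969706.5. The 12 AAS samples from the same cases held between 419770 and 1614120, with a median of 1060710. The mean log2 total count was 19.97 ± 0.34 (SD, n = 12) in normal stroma and 19.75 ± 0.67 (SD, n = 12) in AAS, a difference within the spread between samples (two-sided permutation test, p = 0.323; exact sign-flip test over the pairs, p = 0.280). The smallest share that a sample can show, taken as 3 counts of its total, was between 1.87 and 3.95 CPM (counts scaled to a common sample total) in normal stroma and between 1.86 and 7.15 in AAS, which covers counting error only. AAS was compared with normal stroma by edgeR's quasi-likelihood test after TMM normalization, over the 4544 genes that edgeR's filterByExpr kept. The pair number was left out of this comparison and was added as a block in a second one, whose results stand beside those of the first. Samples of the same pair deviated from their group means together, with a mean correlation of 0.125 against -0.00597 for samples of different pairs (one-sided permutation test with 100000 resamples, p = 2e-05). The comparison without the block ignores this pairing, and the comparison with it takes the pairing into account. The filter on low counts, the test and the block are the choices that moved the number of differentially expressed genes most. Gene symbols were taken from Supplementary Tables 1 and 2, whose readable parts name 3302 of the 18466 gene identifiers.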

To characterize stromal changes associated with canine simple adenomas, we isolated both adenoma-associated stroma (AAS) and matched normal stroma (i.e. stroma adjacent to unaltered mammary glands) from 13 FFPE samples of canine simple adenoma using our established protocol^11,12^. Of these, one pair had to be excluded due to extremely low sequencing depth (see methods for details). 

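The excluded normal stroma sample of pair 14 held 83727 estimated counts, and 1403 genes in it reached 10 counts. Its AAS partner held 824086, with 4990 genes at 10 counts or more, and was left out by the paper only because its partner was. Among the 24 samples that were kept, between 3341 and 7470 genes reached 10 counts in normal stroma and between 1220 and 7744 in AAS. The lowest of these numbers belongs to the AAS sample of pair 7. In that sample a single gene, listed as ENSCAFG00000029384 and not named by the supplementary tables, took 84.9% of 618441 estimated counts. This left 93673 counts for all other genes, against 73389 in the excluded normal stroma sample. In the other samples of the study, the most counted gene took between 5.53% (AAS sample of pair 8) and 45.3% (normal stroma sample of pair 4).

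**Figure D1:**
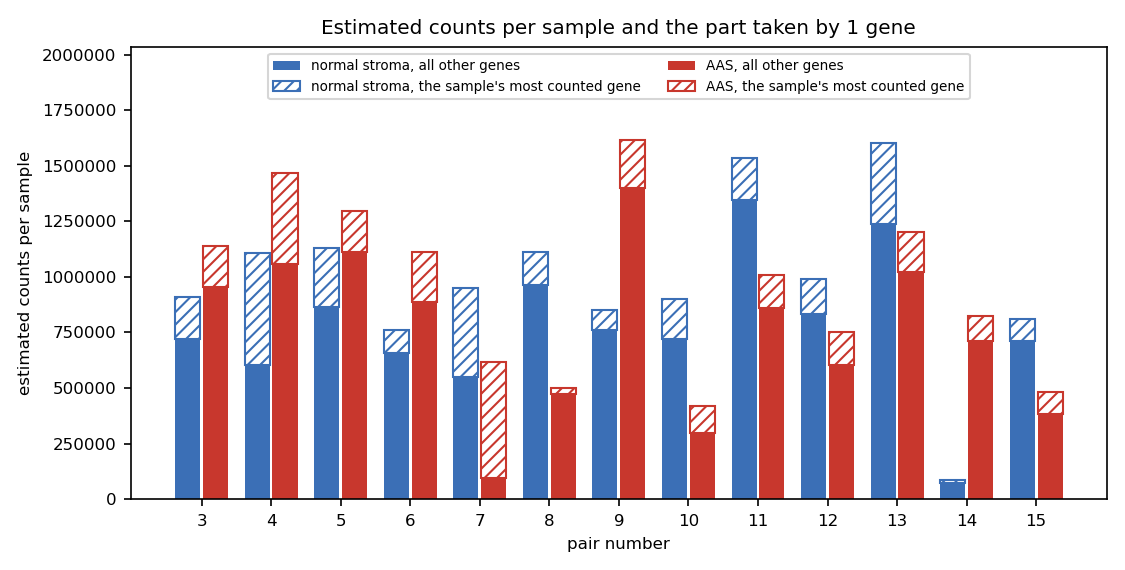
Estimated counts per sample (y axis) for the 13 pairs (x axis, pair number), normal stroma in blue and AAS in red, with the part taken by the most counted gene of each sample hatched. The normal stroma sample of pair 14 reaches 83727 counts in all, and the AAS sample of pair 7 holds 93673 counts outside its most counted gene.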

Patient characteristics for all adenoma cases that were included and representative images for tissue isolation can be found in Table 1 and Supplementary Figure 1. Pairwise sample-to-sample Pearson correlation analysis using all genes revealed a clear separation of normal stroma and AAS, demonstrating that AAS also undergoes a reprogramming that clearly differentiates it from normal stroma (Fig. 1a). 

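Pairwise Pearson correlations of variance-stabilized counts were computed over the 4544 genes kept by the filter. They averaged 0.828 between samples of the same group, 0.803 between AAS and normal stroma samples of different pairs, and 0.822 between the AAS and normal stroma samples of one pair. The gap of 0.0249 between the first and the second of these means was the largest among all 2048 ways of swapping the labels within pairs (one-sided exact permutation test, p = 0.000488, the smallest p that 12 pairs allow). With the 454 genes that make up the 10% most variable ones, the subset named in the methods, the gap was 0.0917, with means of 0.782 and 0.691 (exact permutation test, p = 0.000488). This was the alternative that moved the gap most. With pair 14 added the gap was 0.0232 (exact permutation test, p = 0.000244). Clustering with Euclidean distance and the ward.D2 method, as in the methods, did not return the tissue groups as its 2 clusters. Over all 4544 genes, the smaller cluster held 4 AAS and 3 normal stroma samples, so that 11 of 24 samples lay outside the cluster of their group. Over the 10% most variable genes it held 4 AAS samples, and 8 of 24 samples lay outside. These 4 AAS samples, from pairs 7, 8, 10 and 15, were in the smaller cluster in both cases and have the 4 smallest total counts of the AAS group. From the separation of the samples in Fig. 1a, the paper concludes that AAS undergoes a reprogramming that sets it apart from normal stroma.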

Analysis of differentially expressed genes with a FDR cut-off of 0.05 and fold change threshold of 2 revealed 193 genes to be significantly deregulated in AAs compared to normal stroma, including 57 significantly up- and 136 significantly down-regulated genes (Fig. 1b and Supplementary Table 1). 

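At an adjusted p-value below 0.05 and a log2 fold change beyond 1 in either direction, 82 of the 4544 tested genes differed between AAS and normal stroma by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 28 were higher and 54 lower in AAS. Adding the pair number as a block gave 115 genes, 29 higher and 86 lower, and 77 genes passed in both. DESeq2 with the pair number as a block, over the same genes, gave 227 genes, 72 higher and 155 lower. Without any filter on low counts, the alternative that moved the number most, 1690 of 18441 genes passed. That setting also made 374 calls on simulated counts without any change. With pair 14 added, 87 genes passed, 32 higher and 55 lower, and 72 of these were among the 82. The log2 fold changes of the 82 genes ran from -4.50 to 5.61. All 12 pairs changed in the same direction for 41 of them, 11 higher and 30 lower, and at least 9 pairs did for each. The paper's Supplementary Table 1 lists 288 genes as significant. The filter removed 62 of them here, and every other one had the paper's direction. This list contains 80 of the 82 genes and all 115 of the comparison with the block. TKFC and KRTCAP2 are the 2 genes it does not contain, and they are named here because the list leaves them out, after their values were seen. Among genes with a symbol that changed in the same direction in all 12 pairs, the 5 largest rises were in IGF2 (log2 fold change 5.61, standard error 0.74), ISCA2 (3.27, standard error 0.40), BGN (2.96, standard error 0.49), HLA-DRB1 (2.37, standard error 0.38) and CDH11 (2.25, standard error 0.44). The 5 largest falls were in C1QTNF4 (-3.96, standard error 0.46), GFPT2 (-3.79, standard error 0.54), CD209 (-3.70, standard error 0.57), CLEC3B (-3.52, standard error 0.53) and SEMA3B (-3.18, standard error 0.67). All 10 also passed with the block. ISCA2 overlaps its neighbour LTBP2 in the annotation of another assembly than the one used for counting. HLA-DRB1 belongs to a family of near-identical genes, so that the assignment of its reads is uncertain. Of the 21 genes labelled in Fig. 1b, all 9 above the line were higher and all 12 below it were lower in AAS here, and 8 and 10 of them passed. With the block all 21 passed. EGFLAM (log2 fold change 2.10, adjusted p = 0.205), VIT and XG (-2.58, adjusted p = 0.108) were the 3 that passed with the block but not in the comparison without it.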

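The gene sets behind the paper's over-representation analysis are not used here. Gene families were instead defined by symbol, and their share was compared by a two-sided Fisher's exact test between the differentially expressed genes and the other tested genes with a symbol. A symbol was known for 1856 tested genes and for 70 of the 82 genes that differed between AAS and normal stroma. Immune genes, which comprise histocompatibility, complement, immunoglobulin, interleukin and leukocyte marker genes, made up 10.0% of the 70 and 1.83% of the 1856, an odds ratio of 7.24 (Fisher's exact test, adjusted p = 0.000287 over 3 families). The members that differed were C3, CD74, DLA-DRA, HLA-DRB1 and IGHM, which were higher in AAS, and CD209 and IL16, which were lower. DLA-DRA, HLA-DRB1 and IGHM have near-identical relatives, so that their counts are uncertain. When the pair number was a block, 7 of 101 genes with a symbol were immune genes, an odds ratio of 4.77 (Fisher's exact test, adjusted p = 0.00274). C3 was no longer among them. Adhesion genes, which comprise integrins, cadherins, desmosomal genes and other cell adhesion molecules, gave 2 of the 70 genes, CDH11 (higher) and ITGA11 (lower). Their odds ratio of 3.47 did not pass the test (Fisher's exact test, adjusted p = 0.133), nor did the 3.81 of the comparison with the block (adjusted p = 0.0610). With pair 14 added, CD44 joined them and the odds ratio was 4.84 (Fisher's exact test, adjusted p = 0.0345).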

Over-representation analysis of GO terms associated with biological processes suggested changes in following GO categories: extracellular structure organisation, adhesion, response to organic substance and endogenous stimulus, regulation of multicellular organismal development, and responses related to the immune system (Fig. 1c). Moreover GO terms associated with cellular components revealed main changes pertaining to the extracellular matrix (Fig. 1d), which was also supported by GO terms associated with molecular functions, highlighting strong changes in binding of various ECM components (Fig. 1e).

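Extracellular matrix genes, defined by symbol as collagens, laminins, proteoglycans, glycoproteins, matrix proteases and their inhibitors, made up 11 of the 70 differentially expressed genes with a symbol (15.7%) and 72 of the 1856 tested ones (3.88%). The odds ratio was 5.27 (Fisher's exact test, two-sided, adjusted p = 0.000144). AAS had higher counts of BGN, LTBP2, IGFBP4 and COL4A2 and lower counts of ABI3BP, AEBP1, DCN, EFEMP1, FBLN1, TIMP3 and TNXB. In the comparison with the pair number as a block, 18 matrix genes were among 101, 5 higher and 13 lower, an odds ratio of 6.83 (Fisher's exact test, adjusted p = 4.35e-08). The odds ratio moved most when only the symbols of Supplementary Table 2 were used, a setting chosen after seeing the data, to 13.3 with 4 matrix genes among 14, all lower. Without a filter on low counts, a setting with many calls on simulated counts without any change, it was 9.58, with 33 matrix genes among 213. With pair 14 added it was 6.03 (13 of 75 genes, adjusted p = 9.84e-06). LTBP2, TNXB and ABI3BP each have a neighbouring gene that changed in the same direction, ISCA2, CYP21A2 and TFG.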

**Table 1:** Overview of canine mammary simple adenoma cases included in this study.

Case #	Gender	Breed	Age (Years)	Simple Adenoma	Age of Sample
(Months)					
1	f	Rhodesian Ridgeback	8	yes	13
2	f	Deutscher Wachtelhund	6	yes	20
3	f	Golden Retriever	8	yes	24
4	f	Cocker Spaniel	8	yes	22
5	f	Coton de Tuléar	13	yes	29
6	f	Epagneul Breton	8	yes	6
7	f	Galgo Espanol	9	yes	7
8	f	Pinscher	11	yes	15
9	f	Basset	12	yes	9
10	f	Chihuahua	9	yes	8
11	f	Yorkshire Terrier	10	yes	11
12	f	Mittelpudel	11	yes	4
13	f	West Highland White Terrier	9	yes	4

Clinical data from dogs with simple mammary adenoma; Case # = case number as referred to within this study; age = age at excision of tumour; age of sample = time between initial tumour excision and sampling of stroma/RNA extraction.

**Figure 1:**
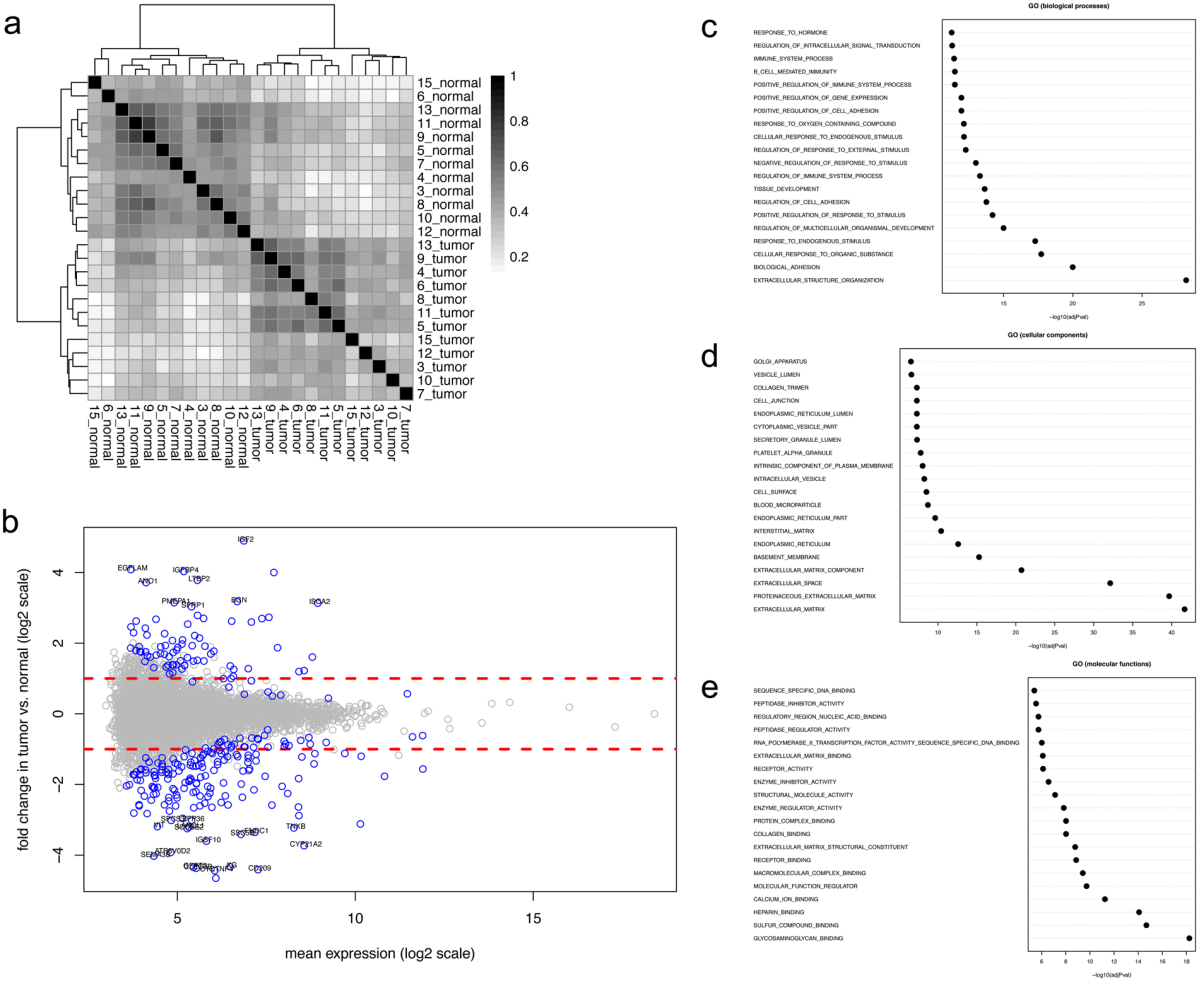
RNAseq-based transcriptomic analysis of cancer-associated stroma and matched normal stroma from 13 canine simple mammary adenoma. (**a**) Pairwise Pearson correlation analysis of adenoma-associated stroma (AAS) and normal stroma samples isolated from canine simple adenoma. The analysis was performed using all genes. Normal = normal stroma, Tumor = AAS. (**b**) Scatter plot of fold change versus mean expression highlighting differentially expressed genes in tumour stroma compared to normal stroma, using FC > 2 and FDR < 0.05 as cut-off values. (**c–e**) Top 20 over-represented Gene Ontology (GO) terms associated with biological processes (**c**), cellular components (**d**), and molecular functions (**e**) among genes significantly de-regulated in AAS compared to normal stroma.

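The RNAseq counts of the 8 genes measured by RT-qPCR are given as normalized CPM, as mean ± SD over 12 normal stroma and 12 AAS samples. SCUBE2 (ENSCAFG00000007092) had 77.7 ± 24.8 in normal stroma and 8.72 ± 8.16 in AAS, a log2 fold change of -2.99 (standard error 0.41, adjusted p = 1.79e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in AAS in 12 of 12 pairs. SDK1 (ENSCAFG00000016192) had 94.1 ± 47.3 and 26.1 ± 25.5, a log2 fold change of -1.91 (standard error 0.49, adjusted p = 0.0294), and was lower in 10 of 12 pairs. Over 10 alternatives its adjusted p ran from 3.74e-05 to 0.154, and it did not pass with DV200, a measure of RNA quality, as a covariate. MMP2 (ENSCAFG00000009421) had 283 ± 128 and 110.2 ± 115, and VIT (ENSCAFG00000005925) had 40.3 ± 33.7 and 7.39 ± 12.0. Both were lower in 12 of 12 pairs but missed the threshold, with log2 fold changes of -1.33 (standard error 0.40, adjusted p = 0.0890) and -2.35 (standard error 0.66, adjusted p = 0.0548). IGF2 (ENSCAFG00000010090) rose from 4.87 ± 4.70 in normal stroma to 260.4 ± 449 in AAS, a log2 fold change of 5.61 (standard error 0.74, adjusted p = 7.90e-06), and SFRP1 (ENSCAFG00000005737) rose from 11.8 ± 11.2 to 81.6 ± 68.7, a log2 fold change of 2.81 (standard error 0.53, adjusted p = 0.00115). IGF2 was higher in AAS in 12 of 12 pairs and SFRP1 in 11 of 12. In pair 7 the rise of IGF2, from 3.33 to 9.34 normalized CPM, rests on very few counts. That AAS sample held 93673 counts outside its most counted gene. STRA6 (ENSCAFG00000017877) and PIGR (ENSCAFG00000011496) were removed by the filter. They had means of 18.0 and 44.6 counts per sample and 0 counts in 11 and 9 samples. No normal stroma sample held more than 3 counts of STRA6, against 33.3 ± 26.6 normalized CPM in AAS, so that it was at least 10.4-fold higher in AAS. PIGR had 3.11 ± 5.07 in normal stroma and 84.2 ± 88.0 in AAS and was higher in 9 of 12 pairs. In a fit that kept genes with a mean of at least 5 counts, the adjusted p was 7.32e-07 for STRA6 and 0.000145 for PIGR. In the comparison with the pair number as a block, all 6 genes kept by the filter passed. The log2 fold changes were then -3.25 for SCUBE2 (adjusted p = 0.000146), -2.44 for SDK1 (adjusted p = 0.0263), -1.75 for MMP2 (adjusted p = 0.00407), -3.12 for VIT (adjusted p = 0.0116), 4.83 for IGF2 (adjusted p = 4.47e-06) and 2.93 for SFRP1 (adjusted p = 0.00241). Adjusted over the 4 lower genes alone and the 2 higher ones alone, without the block, all 6 passed, but these lists come from the paper's own calls on the same samples. In the excluded pair 14, the normal stroma and AAS samples held 37.1 and 20.3 normalized CPM of SCUBE2, 178 and 21.3 of SDK1, 490.0 and 134 of MMP2, 22.3 and 0 of VIT, 7.42 and 16.2 of SFRP1, 0 and 16.2 of STRA6, and 0 and 17.2 of PIGR. IGF2 had 0 counts in both. With this pair added, MMP2 (adjusted p = 0.0422) and VIT (adjusted p = 0.0389) passed without the block.

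**Figure D2:**
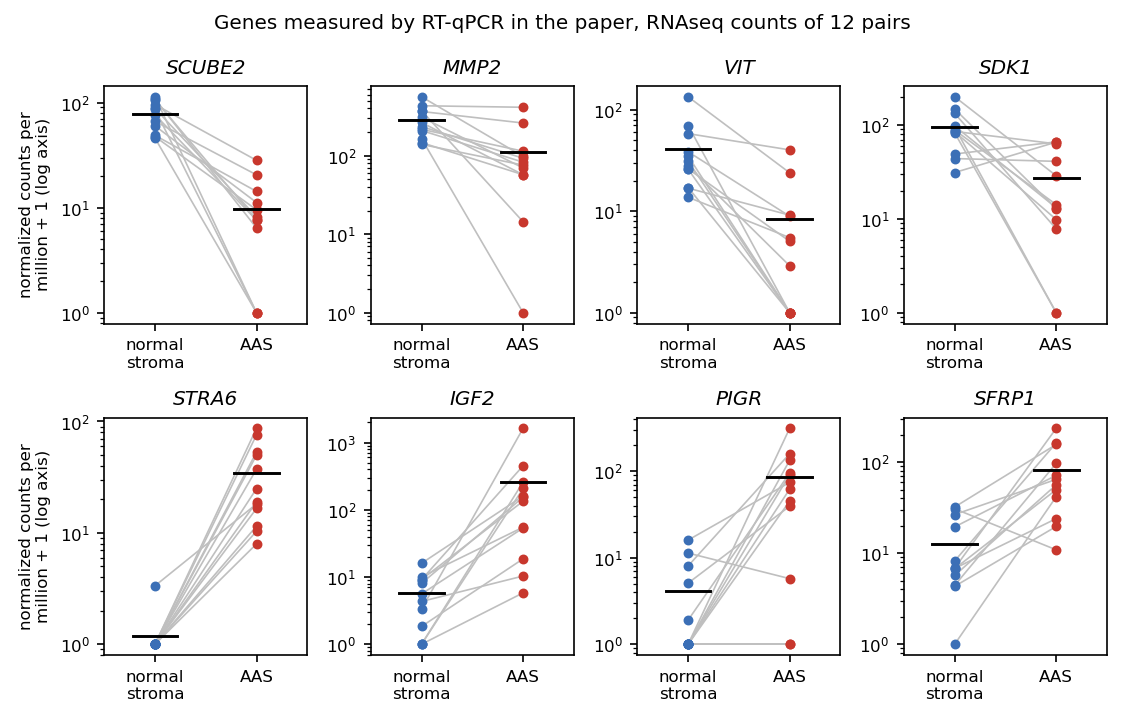
Normalized CPM plus 1 (y axis, log scale) of the 8 genes in normal stroma (blue) and AAS (red), with a grey line for each of 12 pairs and a black bar at the mean. SCUBE2, MMP2 and VIT fall in all 12 pairs, and STRA6 and IGF2 rise in all 12. In pair 7 the rises of STRA6 and IGF2 rest on very few counts.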

Validation of RNAseq data was achieved through RT-qPCR of 8 strongly up- and down-regulated genes (SCUBE2, MMP2, VIT, SDK1, STRA6, IGF2, PIGR, and SFRP1), all of which showed significant expression changes consistent with RNAseq (Fig. 2a–i). Up-regulation of α-smooth muscle actin (α-SMA) in AAS compared to normal stroma was further evident on protein level by immunofluorescence (IF), in line with RNAseq results (ACTA2 log2 fold-change 0.875, p-value 0.0015; Fig. 2k). 

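ACTA2 (ENSCAFG00000015708), the gene of α-SMA, had 48.7 ± 34.9 normalized CPM in normal stroma and 92.2 ± 82.0 in AAS (SD, n = 12 each). It was higher in AAS in 10 of 12 pairs. The log2 fold change was 0.94 (standard error 0.44), with an unadjusted p of 0.0418 and an adjusted p of 0.444 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 4544 genes. With the pair number as a block it was 0.94 (standard error 0.35), with an unadjusted p of 0.0133 and an adjusted p of 0.247 by the same test. After adjustment over all tested genes, the difference did not pass in either comparison. The paper's supplementary values for this gene, a log2 fold change of 0.97 and an adjusted p of 0.0569, miss the threshold for adjusted p-values as well. Both fits gave the direction of the paper and a log2 fold change close to the 0.875 of its text. Over the 10 alternatives that kept the gene, the adjusted p ran from 0.0558 to 0.670. The excluded pair 14 held 22.3 normalized CPM in normal stroma, from 3 counts, and 57.8 in AAS, from 57 counts.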

As myoepithelial cells tend to stain strongly for a-SMA in both normal and neoplastic mammary tissue, it cannot be excluded that there are myoepithelial cells as well as activated fibroblasts within the neoplasm in this image that stain positively for α-SMA. However, the solid areas of positive cells between acini in a simple adenoma are more suggestive of stromal cells. Furthermore, consistent with sequencing results (VIM log2 fold-change -1.044, p-value 2.58 E-08; Fig. 2l), vimentin expression decreased from normal stroma to AAS. 

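VIM (ENSCAFG00000004529) had 1784 ± 591 normalized CPM in normal stroma and 811 ± 386 in AAS (SD, n = 12 each), and was lower in AAS in 12 of 12 pairs. The log2 fold change was -1.13 (standard error 0.24, adjusted p = 0.00419 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the pair number as a block it was -1.23 (standard error 0.22, adjusted p = 0.00137). In the excluded pair 14 the direction was the opposite, with 1707.5 normalized CPM in normal stroma and 2171 in AAS. With this pair added, the log2 fold change was -0.96 (adjusted p = 0.0242), below the fold change threshold of the paper. Adding this pair and the block together, a comparison chosen after seeing the data, VIM passed both thresholds.

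**Figure D3:**
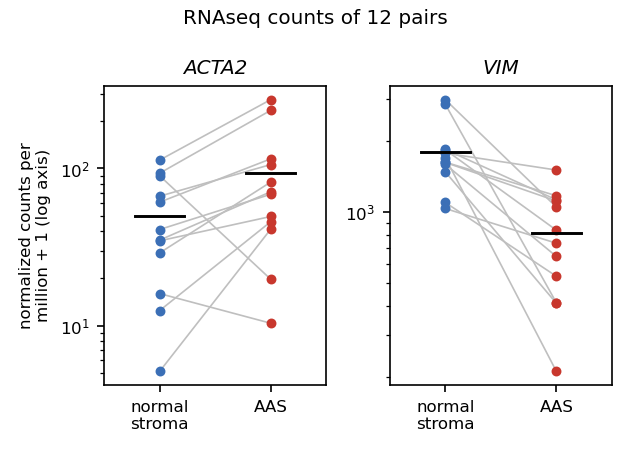
Normalized CPM plus 1 (y axis, log scale) of ACTA2 and VIM in normal stroma (blue) and AAS (red), with a grey line for each of 12 pairs and a black bar at the mean. ACTA2 rises in 10 pairs and VIM falls in all 12.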

Taken together, our data clearly demonstrate the occurrence of extensive stromal reprogramming in these benign naturally occurring tumours that is mainly driven by changes in the extracellular matrix, fibroblast activation and components of the immune system.

**Figure 2:**
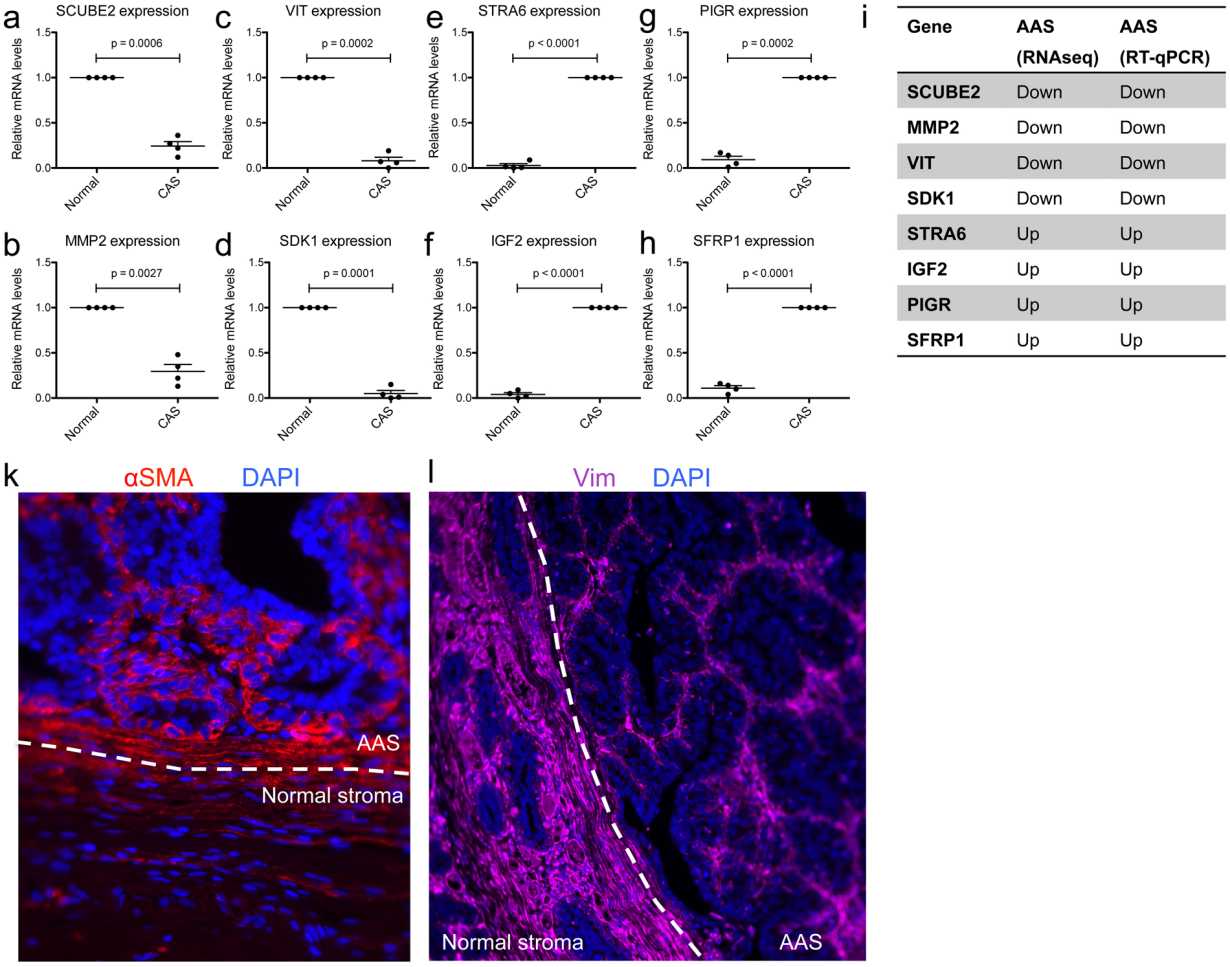
Validation of selected genes from the adenoma data by IF and RT-qPCR. (**a–h**) Relative mRNA levels of AAS-associated genes in normal stroma and AAS isolated by laser-capture microdissection, measured by RT-qPCR. **(a)**: SCUBE2; **(b)**: MMP2; **(c)**: VIT; **(d)**: SDK1; **(e)**: STRA6; **(f)**: IGF2; **(g)**: PIGR; **(h)**: SFRP1; Values are mean values ±SEM of four independent cases, normalized to expression levels in normal stroma (for SCUBE2, MMP2, VIT, and SDK1), or AAS (STRA6, IGF2, PIGR, and SFRP1), respectively. P-values were calculated using student’s t-test, and significance cutoff was set at p = 0.05. **(i)** Summary of the expression trends as detected by RT-qPCR and RNAseq. **(k**,**l)** Immunofluorescent staining of α-SMA (red) **(k)**, or Vimentin (purple) **(l)** in AAS and normal stroma of a representative canine simple mammary adenoma. Dapi staining (blue) visualizes cell nuclei. The dashed white line indicates the border between AAS and normal stroma.

### The stromal signature distinguishes benign from malignant mammary tumours

To understand how stromal reprogramming in benign canine mammary adenomas compares to malignant mCA, we juxtaposed our AAS dataset to a dataset of matched CAS and normal stroma from 15 canine mCA that we had obtained using the same methodology as previously reported^12^. As the histopathological appearance of normal, uninvolved stroma showed no difference between adenomas and mCA as expected, we merged the two data sets while adjusting for potential batch effects (see methods for details). Interestingly, PCA of the combined data showed three homogenous yet distinct clusters with the first two principal components clearly separating AAS and CAS from each other as well as from their normal counterparts, supporting the notion that stromal reprogramming is strongly influenced by the type of tumour (Fig. 3a). Furthermore, AAS seemed to be much more similar to normal stroma than CAS, suggesting that the stroma undergoes a gradual change during the development of malignant tumours.

**Figure 3:**
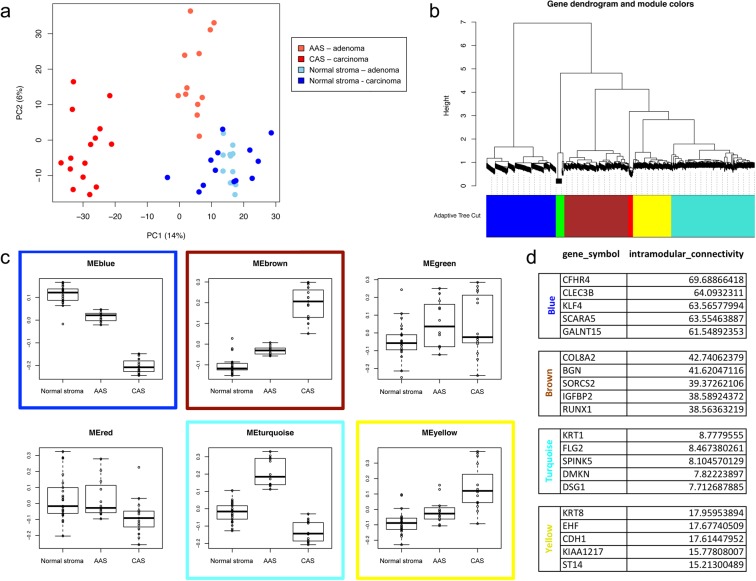
The stromal signature distinguishes benign from malignant canine mammary tumours. (**a**) Principal component analysis (PCA) of the batch-adjusted adenoma and mCA data combined. Defining each study as one batch, combined data was adjusted for potential batch effects under the assumption that normal stroma is similar between adenoma and mCA. Dark red = CAS from mCA, bright red = AAS from adenoma, dark blue = normal stroma from mCA cases, bright blue = normal stroma from adenoma cases. (**b**) Weighted gene coexpression network analysis reveals modules and hub genes associated with AAS and CAS. Modules of highly positively correlated genes withig the top 10% highly variable genes. (**c**) Association between module eigengenes and biological groups suggests four modules of interest: blue, brown, turquoise, and yellow. (**d**) List of top 5 hub genes from the selected modules and their intermodular connectivity values.

Complementary to differential expression and gene set enrichment analysis which focus on individual genes and previously annotated gene sets, weighted gene co-expression network analysis (WGCNA) is a systems approach that allows for unbiased screening of genes based on their interconnectedness, thus revealing the inherent organization of the transcriptome that underlies the biology of interest and pointing out candidate targets and biomarkers for further investigation^15,16^. To start analysing transcriptional reprogramming of AAS and CAS, we applied WGCNA on a subset of highly variable genes, and identified six clusters of highly positively correlated genes, hereafter referred to as gene modules (Fig. 3b, Supplementary Figure 5, Supplementary Table 3). Closer inspection of module eigengenes as the summary of the expression pattern within each module revealed four potentially interesting modules whose expression significantly differed between normal stroma, AAS and CAS: modules blue, brown, turquoise and yellow (Fig. 3c). 

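The module eigengenes of the paper rest on adenoma and mCA samples together, and the mCA samples are not analysed here. For the AAS and normal stroma samples of the adenomas, each module listed in Supplementary Table 3 was scored as the mean log2 CPM of its genes, each gene scaled to a mean of 0 and an SD of 1. Symbols and the filter left 86 of 300 genes of module blue, 53 of 276 of brown, 84 of 359 of turquoise and 35 of 165 of yellow. Module blue fell from 0.48 ± 0.25 in normal stroma to -0.48 ± 0.47 in AAS (SD, n = 12 each) and was lower in AAS in all 12 pairs (two-sided permutation test with 100000 resamples, p = 2e-05, the smallest they can give, and 6e-05 after adjustment over 6 modules). Module brown rose from -0.35 ± 0.12 to 0.35 ± 0.26, in all 12 pairs (permutation test, adjusted p = 6e-05). Module yellow rose from -0.26 ± 0.41 to 0.26 ± 0.51, in 10 of 12 pairs (permutation test, adjusted p = 0.016). Module turquoise was lower in AAS, with 0.14 ± 0.19 in normal stroma and -0.14 ± 0.31 in AAS, and 1 of 12 pairs was higher (permutation test, adjusted p = 0.016). Its difference of -0.27 shrank to -0.13 without a filter on low counts (permutation test, adjusted p = 0.295). With the pairing as a block, in an exact sign-flip test over the pairs, the adjusted p was 0.00146 for blue, brown and turquoise and 0.0146 for yellow. With pair 14 added, the differences were -0.92 for blue, 0.67 for brown, -0.27 for turquoise and 0.49 for yellow, and each passed. In that pair the scores of normal stroma and AAS were 0.37 and -0.06 for blue, -0.53 and 0.11 for brown, -0.20 and -0.05 for turquoise, and -0.67 and 0.23 for yellow. Most of the symbols of these genes come from a table sorted by the significance of the same comparison, so that the scored genes are not a random part of each module. With the genes named by Supplementary Table 2 alone, which is sorted by identifier, turquoise (-0.25, adjusted p = 0.211) and yellow (0.40, adjusted p = 0.116) kept their direction but did not pass the permutation test.

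**Figure D4:**
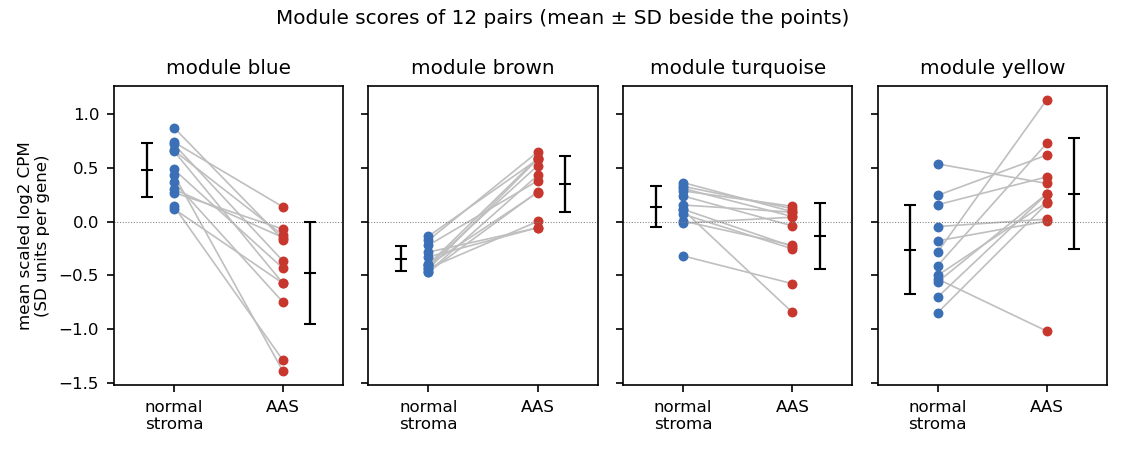
Module scores (y axis, mean log2 CPM scaled per gene, in SD units) of modules blue, brown, turquoise and yellow in normal stroma (blue points) and AAS (red points), with a grey line for each of 12 pairs and the mean ± SD beside the points. Module blue falls and module brown rises in all 12 pairs.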

Module blue showed progressive down-regulation from normal to AAS to CAS, module turquoise showed opposite expression trends in AAS and CAS, whereas modules brown and yellow showed progressive overexpression from normal stroma to AAS to CAS. The observation that distinct modules were associated with AAS and CAS highlighted differential transcriptional reprograming between stroma in the proximity of adenomas and mCA. Finally, we examined intramodular connectivity to identify hub genes within each module of interest (Supplementary Table 3 for full list of genes). Figure 3d lists the top 5 genes with largest intramodular connectivity score serving as candidate hub genes for each module. The top 5 genes of the blue module were CFHR4, CLEC3B, KLF4, SCARA5 and GALNT15; for the brown module, these were COL8A2, SORCS2, BGN, RUNX1, and IGFBP2; for the turquoise module, we identified SPINK5, DSG1, FLG2, KRT1, and DMKN; and for module yellow the top 5 candidates consisted of CDH1, ST14, EHF, KRT8, and KIAA1217. These findings reveal the inherent structure of the transcriptome underlying AAS and CAS, and its modular distinction between adenoma and mCA. 

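Of these 20 hub genes, 10 have an identifier in the supplementary tables and 8 were kept by the filter. The other hub genes are not analysed here. From module blue, CLEC3B fell from 94.9 ± 46.2 normalized CPM in normal stroma to 7.28 ± 9.45 in AAS (SD, n = 12 each). KLF4 fell from 57.5 ± 28.5 to 11.5 ± 6.35 (log2 fold change -2.35, standard error 0.39, adjusted p = 0.000223 by edgeR's quasi-likelihood test) and GALNT15 from 65.5 ± 40.5 to 11.5 ± 9.60 (-2.56, standard error 0.57, adjusted p = 0.00725). SCARA5 fell in 9 of 12 pairs and did not pass (-2.04, standard error 0.67, adjusted p = 0.135). With the pair number as a block, CLEC3B (adjusted p = 7.25e-05), KLF4 (adjusted p = 0.000853) and GALNT15 (adjusted p = 0.0167) passed and SCARA5 did not (adjusted p = 0.154). From module brown, BGN rose from 26.0 ± 26.6 to 203 ± 145, with an adjusted p of 0.000223, and of 9.13e-05 with the block. RUNX1 was below the filter, with 7.71 ± 10.0 in normal stroma and 15.8 ± 12.3 in AAS, and did not pass in the fit that kept genes with a mean of at least 5 counts (0.99, standard error 0.74, adjusted p = 0.778). From module turquoise, DMKN did not differ beyond the spread between samples (0.82, standard error 0.50, adjusted p = 0.643, and 0.713 with the block). SPINK5 was below the filter, with 25.2 ± 36.6 in normal stroma and 3.05 ± 4.14 in AAS, and was lower in 9 of 12 pairs. It did not pass in the fit that kept genes with a mean of at least 5 counts (-2.92, standard error 0.85, adjusted p = 0.0667). Without a filter on low counts it passed (adjusted p = 0.0151), but that setting also made 374 calls on simulated counts without any change. From module yellow, KIAA1217 was higher in AAS in 12 of 12 pairs (1.44, standard error 0.34, adjusted p = 0.0125, and 0.00326 with the block), and CDH1 in 9 of 12 (0.54, standard error 0.25, adjusted p = 0.438, and 0.622 with the block).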

The identified hub genes serve as potential biomarkers or candidate targets for pharmaceutical intervention and will be subject of future studies.

mCA differ in clinical and molecular aspects from adenomas. It is therefore reasonable to assume that distinct tumour-promoting pathways may be at play in the stroma from mCA compared to adenomas. Indeed, enrichment analysis of hallmark pathways among CAS from mCA, AAS from adenoma, and normal stroma revealed several hits that are significantly deregulated between normal stroma and stroma adjacent to adenoma and/or mCA. In both adenoma and mCA, interferon alpha response and angiogenesis were up-regulated, while UV response down and adipogenesis were down-regulated compared to normal stroma (Fig. 4a,b). In contrast, TGFbeta signalling, glycolysis, mitotic spindle, epithelial to mesenchymal transition, mTORC1 signalling, unfolded protein response, apical surface, interferon gamma response and G2M checkpoint showed significantly increased enrichment only in CAS (Fig. 4c), and pathways involving pancreas beta cells, fatty acid metabolism, spermatogenesis, heme metabolism and IL2-STAT5 signalling a significantly decreased enrichment only in CAS (Fig. 4d). Finally, significant up-regulation only in adenoma could be detected for androgen response and Myc targets V1, whereas decreased enrichment only in adenoma was detected for hypoxia. The full list of pathways and p-values can be found in Supplementary Table 4. Interestingly, for many of these pathways in AAS showed an intermediate enrichment between that of normal stroma and CAS, supporting the notion of progressive stromal adjustments to malignant transformation of the associated epithelium.

**Figure 4:**
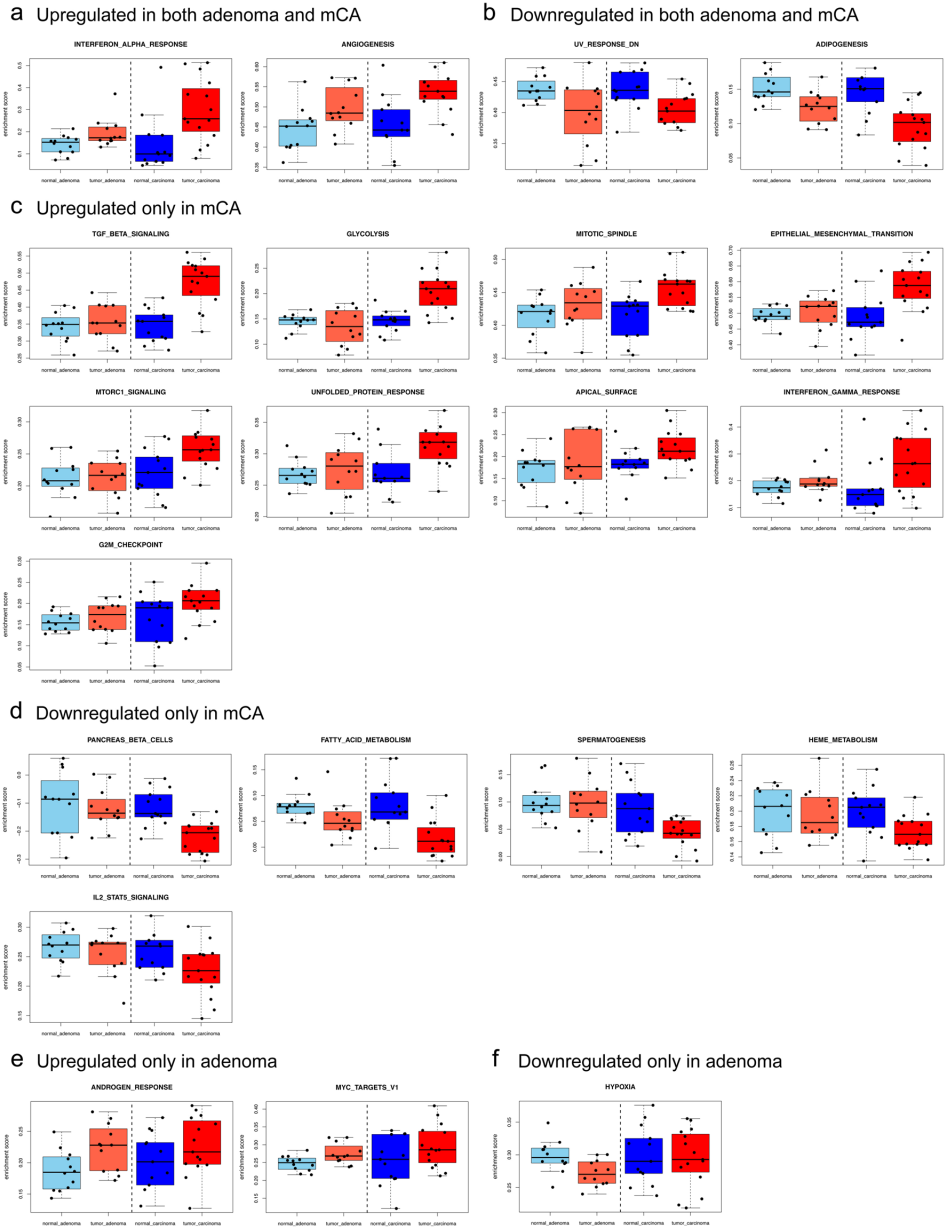
Single sample gene-set enrichment analysis of hallmark pathways among normal stroma, AAS and CAS. Pathways with an ANOVA p-value smaller than 0.05 are shown. (**a**) Pathways up-regulated in both AAS and CAS compared to normal stroma. (**b**) Pathways down-regulated in both AAS and CAS compared to normal stroma. (**c**) Pathways up-regulated only in CAS compared to normal stroma. (**d**) Pathways down-regulated only in CAS compared to normal stroma. (**e**) Pathways up-regulated only in AAS compared to normal stroma. (**f**) Pathways down-regulated only in AAS compared to normal stroma.

Given that AAS and CAS are composed of various different types of non-cancer cells, the observed differences may also be influenced by the presence of differential cellular infiltrates in the stroma adjacent to adenoma or mCA. To further assess the contribution of changes in cellular composition to the observed transcriptional reprograming of AAS versus CAS, we utilized a previously established algorithm to estimate the proportion of main immune and stromal cells from CAS gene expression data^17^. Of the cell types quantified, cancer-associated fibroblasts (CAFs) and endothelial cells made up a large portion of the cellular composition of the stroma in all groups (Fig. 5a, Supplementary Figure 4). Of note, detection of CAFs in normal stroma most probably reflects the inherent difficulties in differentiating between fibroblasts and CAFs, and as such the CAFs detected by this methodology can be interpreted as ‘fibroblast-like cells’ either in normal stroma or cancer stroma. We found the fraction of CAFs to be higher in CAS than AAS. In contrast, the relative abundance of endothelial cells was lower in CAS compared to AAS. These findings suggest that reprograming of AAS and CAS as manifested in deregulation of genes and pathways is, at least in part, influenced by changes in the cellular composition of the stroma.

**Figure 5:**
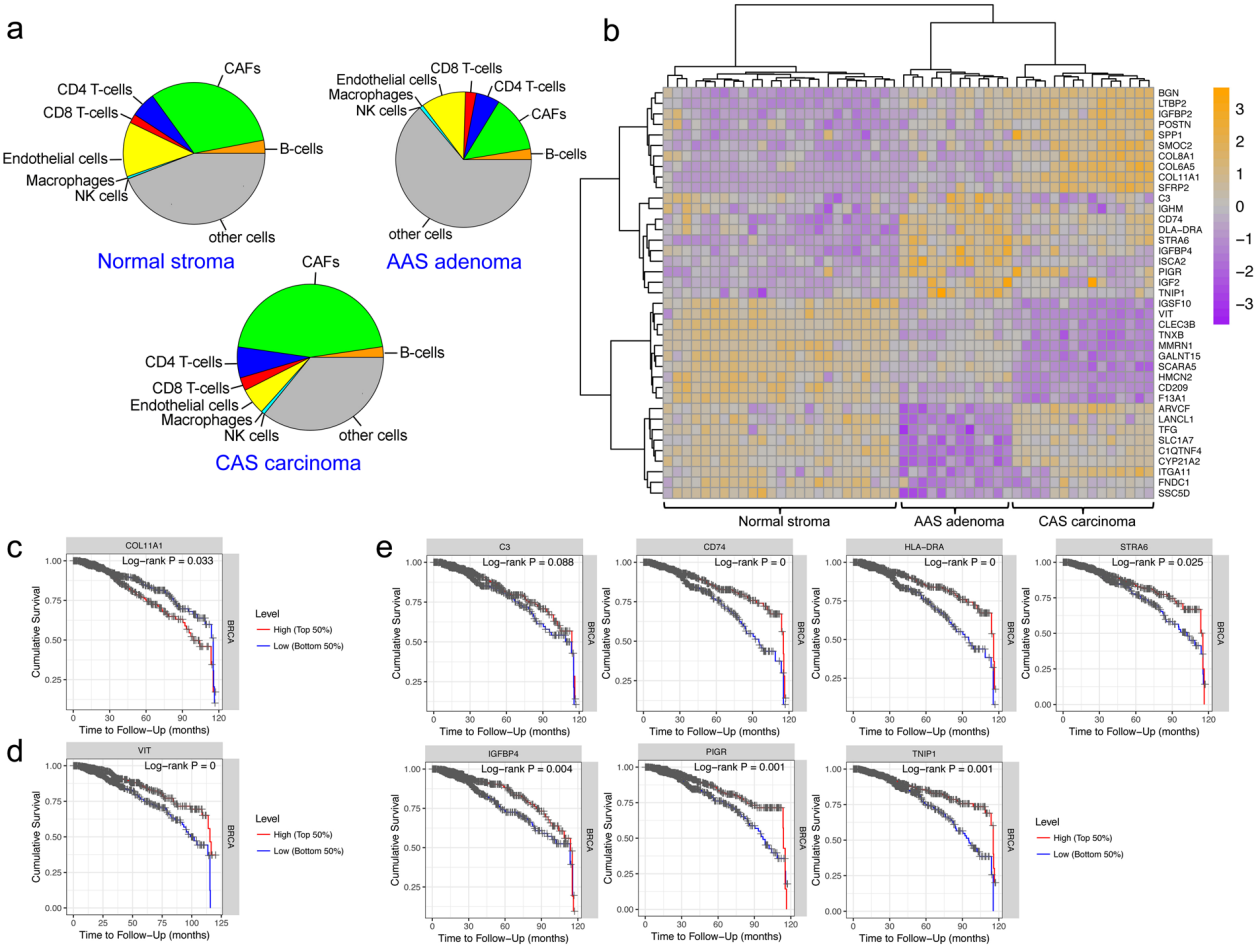
Most discriminatory features between AAS and CAS reveals genes with prognostic value for human breast cancer. (**a**) Pie charts summarising the average cellular composition of normal stroma, AAS and CAS as obtained from the EPIC algorithm. Pie area corresponds to average cellular fraction in the respective group. (**b**) Heatmap of 40 most discriminatory genes between AAS, CAS and normal stroma from both conditions, as revealed by PLSDA. Top 20 features with largest absolute loading were selected separately for the first and second components of the PLSDA model. Full list of PLSDA loadings can be found in Supplementary Table 2. (**c**–**e**) Kaplan-Meier plots of cumulative survival for the indicated genes to visualize survival differences between the upper and lower 50^th^ percentile of patients with a follow-up of 120 months.

### Analysis of most discriminatory expression features between AAS and CAS reveals genes with prognostic value for human breast cancer

To identify characteristic features and assess the contribution of individual genes to the observed differences between normal stroma, AAS and CAS, we next used Partial Least Squares Discriminant Analysis (PLSDA). Intuitively, PLSDA can be viewed as a supervised extension of PCA, in which principal components are rotated such that maximum separation is achieved between groups of observations. The loading vector of the PLS components can then be used to extract most discriminatory features. The expression profile of 40 most discriminatory genes as revealed by PLS loadings (Fig. 5b, Supplementary Figure 2 for selected genes, and Supplementary Table 2 for the full list of genes) revealed several interesting clusters of genes: i) genes that are strongly up-regulated in CAS from mCA, but remain practically unchanged in AAS compared to normal stroma (IGFBP2, POSTN, COL11A1, SFRP2, and others); ii) genes whose expression is similar between CAS and normal stroma, but strongly increases in AAS (such as CD74, STRA6, and PIGR); iii) genes that are strongly down-regulated in CAS (e.g. IGSF10, HMCN2, and CLEC3B); and iv) and genes that are strongly down-regulated specifically in AAS (e.g. ARVCF, LANCL1, ITGA11, etc).

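The carcinoma samples of this comparison are not analysed here, and the following values cover AAS and normal stroma of the 12 adenoma pairs. From cluster i, 4 of 10 genes have an identifier and 3 were kept by the filter. LTBP2 was higher in AAS in 11 of 12 pairs, with 10.8 ± 12.5 normalized CPM in normal stroma and 93.4 ± 59.6 in AAS (SD, n = 12 each) and a log2 fold change of 3.17 (standard error 0.56, adjusted p = 0.000456 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BGN was also higher and passed. POSTN was higher in 9 of 12 pairs, with 34.2 ± 46.5 and 87.4 ± 66.6, but its log2 fold change of 1.36 (standard error 0.61) did not pass (adjusted p = 0.414, and 0.0770 with the pair number as a block). SMOC2 was below the filter, with 5.94 ± 5.86 and 29.0 ± 31.8, and did not pass in the fit that kept genes with a mean of at least 5 counts (2.24, standard error 0.78, adjusted p = 0.172). From cluster ii, 8 of 10 genes were kept by the filter, and all 8 were higher in AAS and passed, with log2 fold changes from 1.80 to 5.61. CD74 rose from 36.7 ± 32.1 to 166 ± 60.7 (2.18, standard error 0.38, adjusted p = 0.000347) in 12 of 12 pairs. TNIP1 rose in 12 of 12 pairs as well (1.80, standard error 0.32, adjusted p = 0.000370). ISCA2 rose from 105 ± 63.4 to 1011 ± 840.4, and LTBP2 overlaps it in the annotation of another assembly. With the block 7 of the 8 passed, and C3 did not (adjusted p = 0.146, against 0.0237 without the block). Without pair 7, a comparison chosen after its depth was seen, C3 and IGHM did not pass. From cluster iii, all 9 genes kept by the filter were lower in AAS, with log2 fold changes from -3.70 to -1.78. Of these, 6 passed, and 7 passed with the block. IGSF10 fell from 114 ± 70.6 to 12.8 ± 12.9 (-3.06, standard error 0.53, adjusted p = 0.000370), while HMCN2 fell from 45.8 ± 43.6 to 12.4 ± 16.9 and did not pass (-1.78, standard error 0.70, adjusted p = 0.276, and 0.0865 with the block). MMRN1 was below the filter, with 22.1 ± 16.5 and 2.26 ± 3.50, and passed in the fit with a mean of at least 5 counts (-3.10, standard error 0.77, adjusted p = 0.0183). With pair 14 added, the filter kept MMRN1 and it did not pass (-2.23, adjusted p = 0.129). From cluster iv, all 9 genes were lower in AAS and passed, with and without the block, with log2 fold changes from -3.96 to -1.84. LANCL1 fell from 78.7 ± 65.1 to 8.66 ± 7.71 (-3.08, standard error 0.54, adjusted p = 0.000370), ITGA11 from 81.9 ± 32.8 to 15.4 ± 14.2 (-2.33, standard error 0.43, adjusted p = 0.000653) and ARVCF from 135 ± 64.0 to 39.0 ± 30.2 (-1.84, standard error 0.44, adjusted p = 0.0126). With pair 14 added, ARVCF did not pass (adjusted p = 0.129), and in that pair it was higher in AAS. PEG3, also in Fig. 5b but in none of these clusters, was higher in AAS in 12 of 12 pairs (2.25, standard error 0.58, adjusted p = 0.0269, and 0.0208 with the block). In cluster iv, CYP21A2 and SLC1A7 overlap the matrix genes TNXB and PODN in that annotation and TFG lies next to ABI3BP.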

As CAS is known to exert a strong modulatory role on tumour progression, we reasoned that genes which are strongly differentially regulated between AAS and CAS could have a prognostic value for patient survival. Given the lack of long-term survival data for the canine cases included in this study, and the relevance of CAS from canine mCA for human breast cancer, we aimed to analyse the association of the human orthologues of the identified genes with survival. For this, we assessed the breast cancer (BRCA) subset of the TCGA database using the TIMER software^18^. Among the genes from cluster i) that are up-regulated in CAS, high (top 50%) COL11A1 expression was found to be significantly associated with worse survival (Fig. 5c). In contrast, for the genes in cluster iii), which are decreased in CAS, high VIT expression was found to be significantly associated with better survival (Fig. 5d). Strikingly, for genes in cluster ii), which are specifically up-regulated in AAS, high expression of 7 of the top 10 genes (C3, CD74, HLA-DRA, STRA6, IGFBP4, PIGR, and TNIP1) was strongly associated with better cumulative survival than tumours with low expression of these genes (Fig. 5e). Of note, IGHM expression could not be assessed in the dataset. Given their differential expression in benign versus malignant tumours as well as their association with a prognostic value, these genes are potentially interesting targets and their mechanistic relevance should be interrogated in future studies.

Taken together, our data demonstrate that the stromal signature clearly distinguishes benign adenomas from malignant canine mCA, suggesting that the stroma could be a discriminatory feature influencing the clinical course of the disease. Furthermore, our analyses specific perturbations of several candidate genes and signalling pathways as well as cell types to be associated with CAS of malignant tumours, and identify novel stromal targets associated with tumour malignancy and prognosis with relevance for human breast cancer.

## Discussion

CAS plays a key role in cancer initiation and progression in human cancer^1,2^. For diagnostic and therapeutic purposes, there is significant interest in understanding how stromal reactions between benign and malignant forms of the disease differ. This necessitates understanding what differentiates mCA from adenomas on a molecular basis. Stromal gene expression has indeed been shown to predict clinical outcome in invasive breast cancer^19,20^. Several studies have demonstrated differences between stromal expression patterns from human tumours *in situ* compared to those that display invasive properties, some of which can be used as predictive markers for disease (e.g.^13,14,21^). Similarly, studies using mouse models have analysed changes in stromal cell populations at different stages of mCA progression (e.g.^19^). To the best of our knowledge, however, there is no dataset (human or other) available that describes stromal reactions in naturally occurring benign mammary adenomas that could be used to compare to malignant mCA. Thus it remains unknown whether the stroma around benign adenomas undergoes reprogramming, and if so, what changes occur at the molecular level. As a consequence of this, it is unclear how these changes in benign neoplasms compare to malignant tumours of the same tissue. Such knowledge has the potential to help identify both disease-promoting and/or suppressing stromal features and identify novel prognostic and therapeutic targets therein. Given that canine mammary tumours are regarded as valuable model for human breast cancer, and the central role of CAS in human cancer in mCA, we have recently analysed stromal reprogramming in canine mCA, and demonstrated the presence of strong molecular homology in stromal reprogramming between canine and human mCA, emphasizing the relevance of the canine model for the human disease^10–12^. To understand whether stromal reprogramming also occurs in benign mammary tumours, and to compare stromal reprogramming between benign and malignant mammary tumours, we have now analysed stromal reprogramming in 13 cases of canine mammary adenoma and compared it to that in canine mCA.

Here we report that AAS from benign canine adenoma undergoes a reprogramming that clearly differentiates it from normal stroma, with major changes in GO terms related to extracellular structure organisation, adhesion, response to organic substance and endogenous stimulus, regulation of multicellular organismal development, immune responses, and the extracellular matrix (Fig. 1). These changes are consistent with fibroblast- and immune-cell driven remodelling of the tumour microenvironment, which are known to be heavily involved in tumour biology of mCA^1,2^. Indeed, we find clear signs of fibroblast activation and reprogramming, as evidenced by the increase in α-SMA and the decrease in vimentin by IF (Fig. 2), which is also seen in malignant canine mCA^10,12,22^. It is interesting that the stroma surrounding adenomas shows such a clear reprogramming, as these non-infiltrative benign mammary tumours are generally associated with little fibrovascular supporting stroma^9^. Of note, α-SMA reactive fibroblasts or slight up-regulation of several matrix-metalloproteinases and their inhibitors have been detected in benign and malignant lesions of the human breast^23–28^, as well as the canine mammary gland^22^. Hence, this first detailed glimpse into AAS surrounding spontaneous benign tumours of the breast suggests that stromal reprogramming is an early reaction to development of benign tumours and is characterized by strong transcriptional responses, the molecular minutiae of which have to be elucidated in future studies. The obvious stromal reprogramming adjacent to adenomas suggests a subset of alterations in the extracellular matrix to be early events in reactive stroma during initial tumour development, and not depend on tumour malignancy. Fibroblasts are the most abundant cells of the connective tissue, and responsible for production and maintenance the extracellular matrix^29^. Due to a very strong innate plasticity of fibroblasts, these cells are highly reactive towards changes in their environment, which gives rise to their inherent heterogeneity with regards to both phenotype and function. This makes them ideally adapted to fulfil very diverse roles ranging from maintenance of physical tissue support, wound healing to modulating inflammatory processes and supporting tumour growth. It thus seems that these changes in extracellular matrix composition might be mainly driven by fibroblast activation. Of note, this activation does not necessarily equal an increase in numbers of fibroblasts present, but may simply reflect their transcriptional status. It is well accepted, that the composition of the extracellular matrix strongly changes during tumour progression^2^. Recent advances have revealed a multitude of specific subpopulations of cancer-associated fibroblasts that display strong phenotypic diversity and functional heterogeneity (e.g.^29,30^). It will be of great interest now to investigate the detailed changes that discriminate the ‘early fibroblastic reaction’ that might be indiscriminate towards hyperplasia within a given epithelium from the reaction associated with malignant tumours to understand how the fibroblastic response changes in relation to tumour cell malignancy, and vice versa.

While not completely resolved, there is clear evidence that canine mammary gland tumours are a continuum from benign to malignant, supporting the comparison of canine mammary adenomas and mCA as different states of malignancy of the same disease^31^. Interestingly, PCA of the combined AAS and CAS shows adenoma-derived stroma to be much more similar to normal stroma than CAS from mCA, suggesting that the stroma undergoes a gradual change during the development of malignant tumors. This was further corroborated by WGCNA and enrichment analysis of hallmark pathways among CAS, AAS and normal stroma, where many of these pathways in AAS showed an intermediate enrichment between normal stroma and CAS (Figs. 3 and 4). With respect to the cellular composition, cancer-associated fibroblasts (CAFs) and endothelial cells made up a large portion of the cellular composition of all three groups (Fig. 5). We found the fraction of CAFs to be higher in CAS versus AAS, suggesting CAFs to be strong drivers towards tumour malignancy, consistent with current literature^29^. The relatively high number of CAFs in the normal stroma likely reflects the difficulties in differentiating between normal fibroblasts and CAFs based on subtle differences in their gene expression profiles. The lower relative abundance of endothelial cells in CAS compared to AAS is in line with the observation that malignant tumours often harbour large hypoxic or even necrotic areas due to insufficient vascular supply in relation to their strong proliferative properties. Indeed, a hypoxic tumour microenvironment and tumour progression are strongly linked^32^. Thus, we find that the stromal reprograming as manifested in deregulation of genes and pathways is, at least in part, also influenced by changes in the cellular composition of the stroma. Future work exploiting the composition of CAS and AAS, e.g. using single cell methods to simultaneously characterise changes in composition and state at the single cell resolution between benign and malignant tumours would help elucidating such changes further.

Identification of the hub genes (Fig. 4) SPINK5, DSG1, FLG2, KRT1, and DMKN the turquoise module, which is strongly decreased in CAS compared AAS, is highly interesting, since all of these genes have been strongly linked to maintenance of epithelial differentiation and integrity^33–37^. This suggests an important function of stromal reprogramming in destabilization of epithelial differentiation and integrity. For module yellow, which is progressively up-regulated from normal stroma to adenoma to mCA, the top candidate hub genes consisted of CDH1, ST14, EHF, KRT8, and KIAA1217, all of which have important roles in epithelial cells, and/or are associated with tumour malignancy^38–41^. Similarly, hub genes of module brown, COL8A2, SORCS2, BGN, RUNX1, and IGFBP2, displayed a progressive increase from normal stroma to AAS to CAS. These genes have important functions in the extracellular matrix and cell differentiation, and some have been associated with tumor progression or bad outcome in breast cancer^20,42–45^. Collectively, these findings reveal differences in transcriptional reprogramming of the stroma between benign and malignant breast tumours, and identify hub genes that could serve as potential biomarkers or candidate targets for pharmaceutical intervention. The detailed elucidation of the impact of these candidates to disease progression shall be subject of future studies.

Finally, by comparing stromal reprogramming in benign canine mammary adenomas to malignant mCA, we identified a list of gene targets that clearly distinguish AAS of benign adenomas from CAS in malignant mCA, further supporting the notion that the stroma has the potential of being a discriminatory feature influencing the clinical course of the disease (Fig. 5). Importantly, some of these differentially expressed genes show prognostic value for human breast cancer, demonstrating the value of comparative expression analyses across species. Interestingly, the gene cluster harbouring the most of these prognostic genes is overexpressed specifically in adenoma, arguing for a protective role for these genes against malignant progression. Given the involvement of many of these genes (such as C3, CD74, HLA-DR, STRA6, IGFBP4 and PIGR) in immune-mediated processes^46–50^, it is tempting to speculate that their up-regulation indicates immune-mediated tumour control that is lost in malignant tumours. Additionally, we found specific perturbations of e.g. EMT and glycolysis to be associated with CAS of malignant tumours (Fig. 4). EMT-related genes such as COL11A1, COL8A2, and ADAM12 that are overexpressed in mCA (Fig. 5) could thus be potential biomarkers for canine invasive mCA, similarly to human mCA^51–53^. In the glycolysis pathway, PLOD1/2, FUT8 and TSTA3 are deregulated genes that participate in metabolism and glycolytic processes, which can influence the malignant transformation of cells, tumour development and metastasis^54–56^. Further functional assessment of the differentially expressed targets and their association with tumour malignancy should be determined in future studies.

To conclude, we provide a first detailed view of stromal reprogramming in naturally occurring benign mammary adenomas, which demonstrates the occurrence of strong stromal reprogramming even in small benign tumours. Furthermore the stromal signature clearly distinguishes benign adenomas from malignant mCA, allowing identification of several hub genes as potential molecular drivers in the stroma. Given the relevance of canine CAS as a model for the human disease, our approach identifies potential stromal modulators of the disease with implications for human mCA.

## Methods

### Aim, case selection and tissue processing

We isolated AAS and matched normal stroma from FFPE tissue sections of canine mammary adenoma by LCM for transcriptome analysis by RNAseq. For this, 13 canine simple mammary adenoma samples were obtained from the Institute of Veterinary Pathology of the Vetsuisse Faculty Zürich (Table 1). All samples were archival formalin-fixed, paraffin-embedded tissue samples either from the Animal Hospital of Zurich or external referral cases from veterinarians practicing in Switzerland. Details regarding selection criteria are described in^10^. Paraffin blocks were routinely kept at room temperature. Tissue processing for LCM was performed as described in^11^. All cases were reviewed by a veterinary pathologist. Criteria for case selection included female dogs, simple mammary adenoma, and sufficient tumour stroma content for tissue isolation. Table 1 provides clinical details, such as age and breed of each patient, sample age and tumour type, for all cases included in the study.

### Laser-capture microdissection

Laser capture microdissection (LCM) for selective isolation of matched AAS and normal stroma was performed as previously described^10–12^. Areas for dissection were reviewed by a veterinary pathologist. Highly enriched populations of normal or tumour-associated stroma were identified and isolated according to the manufacturer’s protocol. Normal stroma samples were isolated from the same slides, from regions specified by a pathologist that were adjacent to unaltered mammary glands and presented no obvious alterations and were at least 2-4 mm away from the tumour, in accordance with established procedures^20^. Isolation of cells of interest was verified by microscopic examination of the LCM cap as well as the excised region after microdissection (Supplementary Figure 1).

### RNA isolation

RNA was isolated using the Covaris truXTRAC FFPE RNA kit and the Covaris E220 focused ultrasonicator as described in^11^. Details about RNA concentration, yield, and quality for adenoma samples can be found in Supplementary Table 5.

### Quantitative RT-PCR

Quantitative RT-PCR using Taqman primers was performed as described in^11^. Primers are detailed in Supplementary Table 6.

### Immunofluoresence

Immunofluorescence was performed as outlined in^12^. Antibodies and conditions used for immunofluorescence are detailed in Supplementary Table 7.

### RNA sequencing library preparation

10 ng of RNA from Elution 1 (E1) diluted to a concentration of 0.33 ng/μl in a total volume of 30 μl was submitted for next-generation RNA sequencing and analysed as outlined in^12^.

### Bioinformatics analyses

RNAseq quantification was performed with kallisto 0.44.0 with sequence-based bias correction using transcript sequences obtained from ENSEMBLE (CanFam3.1)^57^. Kallisto’s transcript-level estimates were further summarized at the gene-level using tximport 1.8.0 from Bioconductor^58^. Both raw data and gene-by-sample matrix of estimated counts have been deposited online and are publicly accessible from Gene Expression Omnibus (GEO) under accession number GSE135454. One of the normal stroma samples (14_normal) had extremely low sequencing depth and therefore was excluded along with its AAS pair (14_tumor) from downstream analyses. Carcinoma data was processed similarly as previously reported^12^, and can be accessed from GEO under GSE135183.

Prior to downstream analyses, lowly abundant genes were filtered out, and except for differential expression analysis, mean-variance trend was adjusted for using the variance-stabilizing transformation from DESeq. 2 1.22.0 package^59^. Pairwise sample Pearson correlation was computed in the adenoma data with top 10% most variable genes, and visualized using the pheatmap R Package^60^, with clustering distance and method set to Euclidean and ward.D2, respectively. Differentially expressed genes were identified using DESeq2 1.22.0^59^, with FDR = 0.05 and FoldChange=2 as significance thresholds. Over-representation analysis of Gene Ontology terms among significant genes was performed using the MSigDB webtool (http://software.broadinstitute.org/gsea).

For comparisons involving adenoma and carcinoma samples, the two datasets were merged using an intersection of genes present in both, followed by removal of lowly abundant genes. Treating each study as one batch and under the assumption that normal stroma is similar between adenoma and mCA, merged expression data was adjusted for potential batch effects using the ComBat empirical Bayes framework as implemented in the SVA 3.30.1 from Bioconductor^61^. To further mitigate technical noise, batch-corrected expression data was further adjusted for global differences across samples using quantile normalization as implemented in the limma 3.38.3 package from Bioconductor^62^. PLSDA was implemented using mixOmics 6.6.2 from Bioconductor^63^, with the number of components included in the model set to 2. Single-sample gene set enrichment analysis was performed using the ssGSEA functionality within GSVA 1.30.0 from Bioconductor^64^. In silico enumeration of cell types from bulk tissue gene expression data was performed using the EPIC algorithm^17^.

Coexpression network analysis was performed using WGCNA R package^65^. In brief, pairwise similarities were computed between top 10% most variable genes using biweight midcorrelation, and converted to an adjacency matrix with soft thresholding power set to 8. A signed topological dissimilarity matrix was then computed based on the adjacency matrix, and hierarchically clustered using the Ward’s minimum variance method. Following adaptive branch pruning of the clustering dendrogram, six gene modules were identified. To summarize the expression pattern within each module, module eigengene (defined as the 1^st^ principal component) was computed, and aligned along the average expression of the module to enhance interpretability. Finally, hub genes were identified based on the connectivity of nodes to other nodes within the same module, and visualized using Cytoscape^66^.

### Ethics approval and consent to participate

No animals were killed for the purpose of this research project, as the tissue analysed had been surgically removed in a curative setting with the verbal consent of the patient owners. According to the Swiss Animal Welfare Law Art. 3 c, Abs. 4 the preparation of tissues in the context of agricultural production, diagnostic or curative operations on the animal or for determining the health status of animal populations is not considered an animal experiment and, thus, does not require an animal experimentation license. All the used FFPE specimen were obtained for diagnostic reasons and do therefore not require a formal ethics approval, in full compliance with national guidelines.

## Supplementary information

Supplementary Information.

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Data Availability

Raw and processed sequencing data reported in this study have been deposited to Gene Expression Omnibus with the primary accession number GSE135454 and GSE135183. All other data supporting our findings is contained in the manuscript, in Supplementary Figures 1–5 and Supplementary Tables 1–7.

# Supplementary material for: Differential stromal reprogramming in benign and malignant naturally occurring canine mammary tumours identifies disease-modulating stromal components
**Source:** Sci Rep. 2020 Mar 26;10:5506. doi: 10.1038/s41598-020-62354-8
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplementary information

### Differential stromal reprogramming in benign and malignant naturally occurring canine mammary tumours identifies disease-modulating stromal components

Parisa Amini, Sina Nassiri, Alexandra Malbon and Enni Markkanen

**Supplementary Figure 1: Selective isolation of cancer-associated stroma and normal stroma from canine simple mammary adenomas by laser-capture-microdissection.** Representative images of tissue mounted on the slide to validate proper isolation of stromal cells were taken at x 10 magnification before dissection (A, D), after dissection (B, E), and of the cap containing the excised tissue sections (C, F). Tissue is from one representative case: CAS (A-C) and normal stroma (D-F) from a simple mammary adenoma.

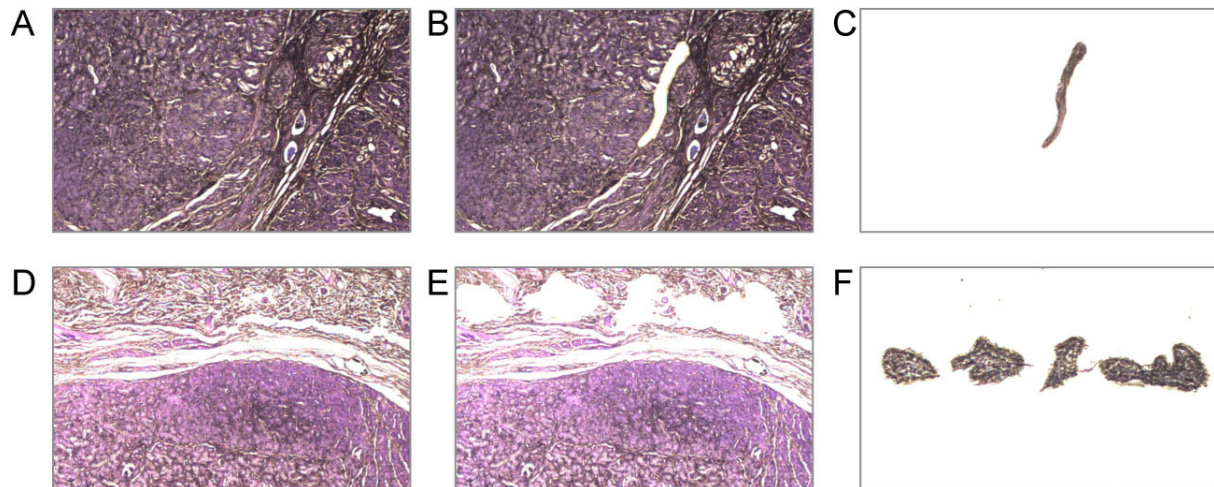

**Supplementary Figure 2:** Top 20 features with largest absolute loading were selected separately for the first (top) and second (bottom) components of the PLSDA model. Full list of PLSDA loadings can be found in Supplementary Table 3.

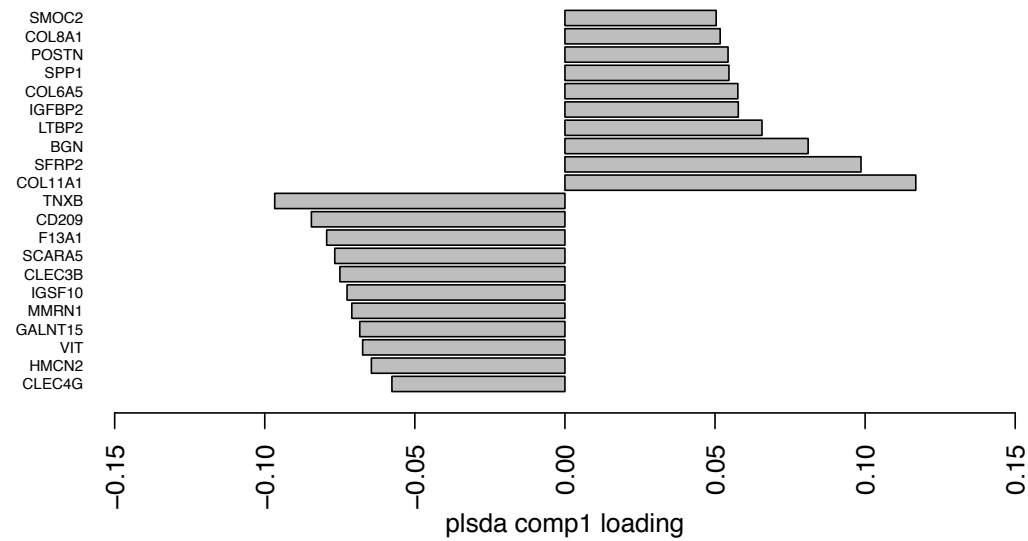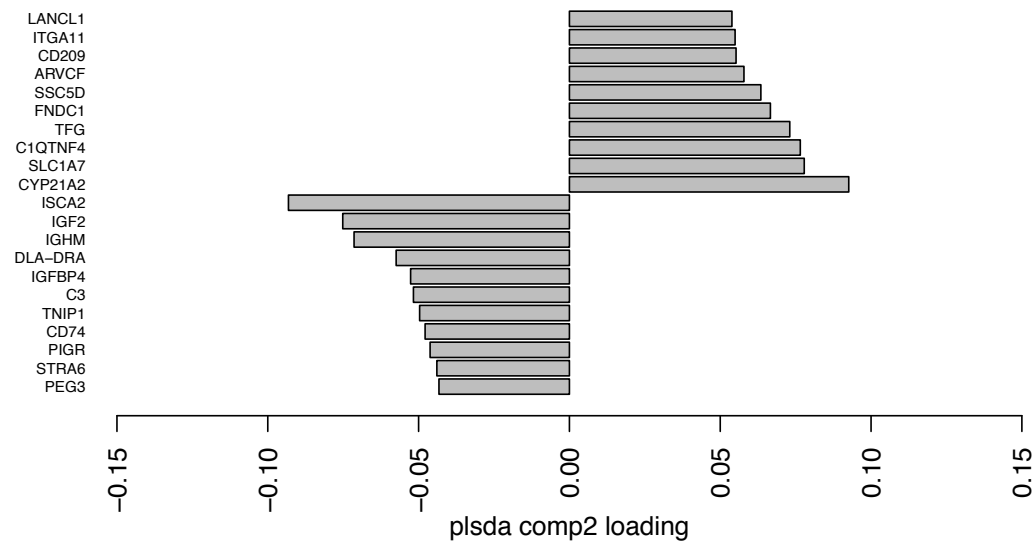

**Supplementary Figure 3:** GSEA analysis of hallmark pathways (MSigDB) in normal stroma, CAS from adenoma and CAS from carcinoma.

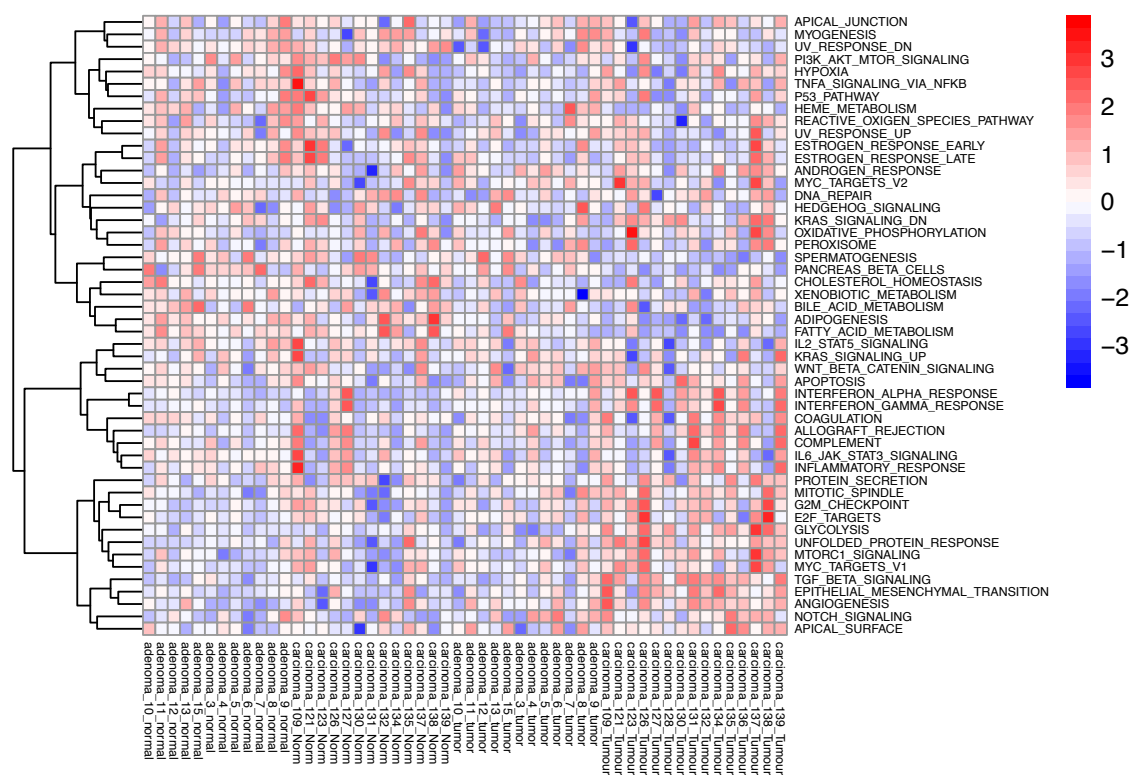

Supplementary Figure 4: EPIC in silico enumeration of cellular composition of CAS

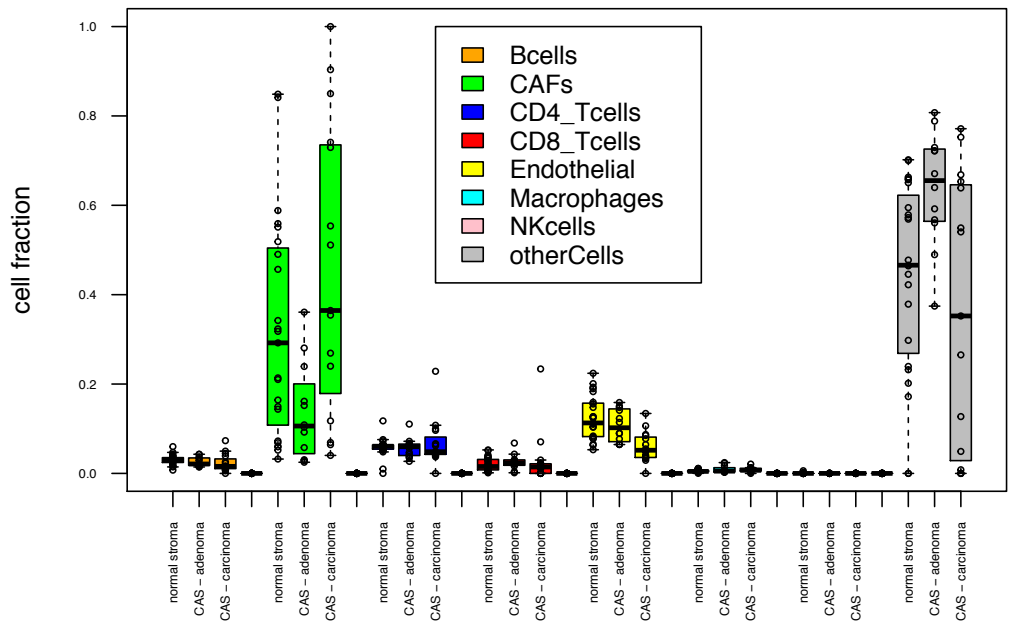

Supplementary Figure 5: Variable feature selection for network analysis

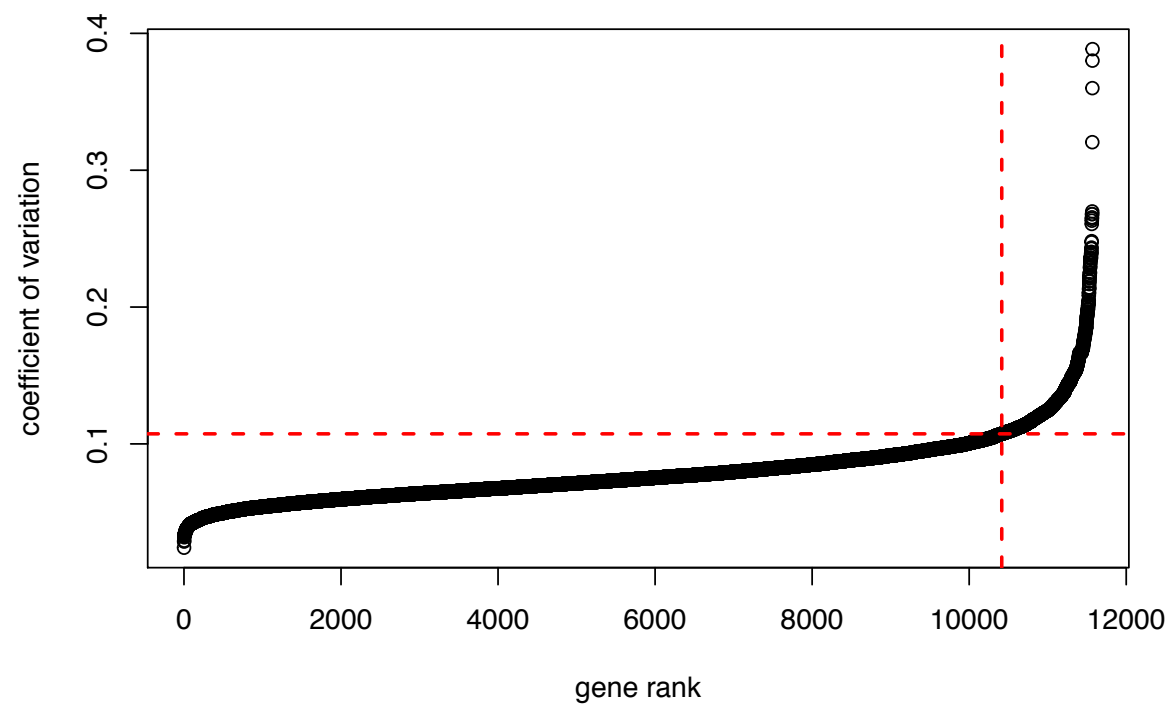

**Supplementary Table 4.** Full list of p-values of gene-set enrichment analysis of hallmark pathways among normal stroma and CAS from adenoma or carcinoma

|                                   | adenoma_pval | carcinoma_pval |
|-----------------------------------|--------------|----------------|
| TNFA_SIGNALING_VIA_NFKB           | 0.091225009  | 0.880288189    |
| HYPOXIA                           | 0.008929425  | 0.799796749    |
| CHOLESTEROL_HOMEOSTASIS           | 0.056208273  | 0.410509971    |
| MITOTIC_SPINDLE                   | 0.203893797  | 0.001869307    |
| WNT_BETA_CATENIN_SIGNALING        | 0.46958839   | 0.905847207    |
| TGF_BETA_SIGNALING                | 0.536763773  | 6.91E-06       |
| IL6_JAK_STAT3_SIGNALING           | 0.410822623  | 0.649569124    |
| DNA_REPAIR                        | 0.677265905  | 0.863982061    |
| G2M_CHECKPOINT                    | 0.310093653  | 0.043470099    |
| APOPTOSIS                         | 0.993133331  | 0.084035414    |
| NOTCH_SIGNALING                   | 0.246649532  | 0.055151004    |
| ADIPOGENESIS                      | 0.005339544  | 0.000676952    |
| ESTROGEN_RESPONSE_EARLY           | 0.199795618  | 0.444005113    |
| ESTROGEN_RESPONSE_LATE            | 0.316866387  | 0.569849348    |
| ANDROGEN_RESPONSE                 | 0.014052433  | 0.127837215    |
| MYOGENESIS                        | 0.67571902   | 0.517329184    |
| PROTEIN_SECRETION                 | 0.416144111  | 0.163817488    |
| INTERFERON_ALPHA_RESPONSE         | 0.029115369  | 0.004877424    |
| INTERFERON_GAMMA_RESPONSE         | 0.105217209  | 0.02781637     |
| APICAL_JUNCTION                   | 0.889770302  | 0.988692417    |
| APICAL_SURFACE                    | 0.530100985  | 0.023843854    |
| HEDGEHOG_SIGNALING                | 0.351416795  | 0.844656239    |
| COMPLEMENT                        | 0.348714405  | 0.366042776    |
| UNFOLDED_PROTEIN_RESPONSE         | 0.571178407  | 0.013942101    |
| PI3K_AKT_MTOR_SIGNALING           | 0.487741598  | 0.560768866    |
| MTORC1_SIGNALING                  | 0.956783421  | 0.007261876    |
| E2F_TARGETS                       | 0.166149882  | 0.089826061    |
| MYC_TARGETS_V1                    | 0.015183233  | 0.111924655    |
| MYC_TARGETS_V2                    | 0.062183595  | 0.349752977    |
| EPITHELIAL_MESENCHYMAL_TRANSITION | 0.547431224  | 0.001950581    |
| INFLAMMATORY_RESPONSE             | 0.204645778  | 0.95534455     |
| XENOBIOTIC_METABOLISM             | 0.152611462  | 0.513423585    |
| FATTY_ACID_METABOLISM             | 0.05403387   | 0.000594247    |
| OXIDATIVE_PHOSPHORYLATION         | 0.55929747   | 0.315690328    |
| GLYCOLYSIS                        | 0.367900959  | 5.73E-05       |
| REACTIVE_OXYGEN_SPECIES_PATHWAY   | 0.850309759  | 0.536672394    |
| P53_PATHWAY                       | 0.570645291  | 0.340571388    |
| UV_RESPONSE_UP                    | 0.860005806  | 0.983364436    |
| UV_RESPONSE_DN                    | 0.028818334  | 0.00715543     |
| ANGIOGENESIS                      | 0.027762817  | 0.001729331    |
| HEME_METABOLISM                   | 0.754103057  | 0.018290802    |
| COAGULATION                       | 0.216966724  | 0.355413854    |
| IL2_STAT5_SIGNALING               | 0.367574559  | 0.027236925    |
| BILE_ACID_METABOLISM              | 0.114570838  | 0.172076924    |
| PEROXISOME                        | 0.959449375  | 0.659502563    |
| ALLOGRAFT_REJECTION               | 0.096668826  | 0.074699658    |
| SPERMATOGENESIS                   | 0.859904924  | 0.007598746    |

|                     |             |             |
|---------------------|-------------|-------------|
| KRAS_SIGNALING_UP   | 0.498373265 | 0.689223979 |
| KRAS_SIGNALING_DN   | 0.17421934  | 0.052067117 |
| PANCREAS_BETA_CELLS | 0.593631673 | 0.000147482 |

**Supplementary Table 5.** Summary of RNA yield and quality of samples used in this study.

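DV200 is the percentage of RNA fragments longer than the length in its name and describes how far the RNA of fixed tissue has broken down, with lower values for more broken RNA. For the 24 samples used in the comparison of AAS with normal stroma, the table gives a mean of 60.4% ± 10.9 in normal stroma and 65.1% ± 8.87 in AAS (SD, n = 12 each). The difference of 4.63 percentage points was within the spread between samples (two-sided permutation test, p = 0.273; exact sign-flip test over the pairs, p = 0.085), and DV200 was higher in AAS in 8 of 12 pairs. The excluded pair 14 had 76.2% in normal stroma and 70.4% in AAS, so that the low count of its normal stroma sample went along with one of the higher DV200 values. With DV200 as a covariate, 79 genes differed between AAS and normal stroma at the thresholds of the paper.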

| Case # | Sample | Concentration (pg/ul) | Total yield (ng) | DV200 (%) |
|--------|--------|-----------------------|------------------|-----------|
| 1      | Normal | 571                   | 23670            | 52.58     |
|        | CAS    | 618                   | 25100            | 64.72     |
| 2      | Normal | 380                   | 17900            | 35.81     |
|        | CAS    | 934                   | 38020            | 40.71     |
| 3      | Normal | 1050                  | 37800            | 58.86     |
|        | CAS    | 1060                  | 38010            | 69.14     |
| 4      | Normal | 573                   | 26570            | 47.78     |
|        | CAS    | 2500                  | 82080            | 72.20     |
| 5      | Normal | 748                   | 25860            | 65.11     |
|        | CAS    | 347                   | 15610            | 57.71     |
| 6      | Normal | 2750                  | 96520            | 71.93     |
|        | CAS    | 1770                  | 74300            | 71.51     |
| 7      | Normal | 1320                  | 57240            | 63.67     |
|        | CAS    | 1010                  | 30300            | 72.05     |
| 8      | Normal | 691                   | 26630            | 65.73     |
|        | CAS    | 244                   | 13640            | 68.90     |
| 9      | Normal | 493                   | 15400            | 61.76     |
|        | CAS    | 546                   | 24660            | 67.73     |
| 10     | Normal | 584                   | 23560            | 63.68     |
|        | CAS    | 298                   | 15300            | 62.90     |
| 11     | Normal | 608                   | 23480            | 61.26     |
|        | CAS    | 425                   | 18270            | 62.98     |
| 12     | Normal | 596                   | 26680            | 76.23     |
|        | CAS    | 498                   | 24260            | 70.42     |
| 13     | Normal | 705                   | 36910            | 77.22     |
|        | CAS    | 600                   | 27620            | 70.45     |

**Supplementary Table 6.** List of primers used for qRT-PCR. The “c” before each gene indicates that primers were designed to detect the canine isoforms of the intended targets.

| Gene Target    | Sequence                                                                                                         | Amplicon Length (nt) | Taqman® Number or custom design reference | Order |
|----------------|------------------------------------------------------------------------------------------------------------------|----------------------|-------------------------------------------|-------|
| <i>cGAPDH</i>  | Fw: 5'-GCTGCCAAATATGACGACATCA-3'<br>Rev: 5'-GTAGCCCAGGATGCCTTTGAG-3'<br>Probe: 5'-TCCCTCCGATGCCTGCTTCACTACCTT-3' | 75                   | -                                         |       |
| <i>cPPIA</i>   | Manufacturer's proprietary information                                                                           | 92                   | Cf03986523_gH                             |       |
| <i>cB2M</i>    | Manufacturer's proprietary information                                                                           | 87                   | Cf02659077_m1                             |       |
| <i>cVIT</i>    | Manufacturer's proprietary information                                                                           | 68                   | Cf02657286_m1                             |       |
| <i>cSTRA6</i>  | Manufacturer's proprietary information                                                                           | 61                   | Cf02661996_m1                             |       |
| <i>cIGF2</i>   | Manufacturer's proprietary information                                                                           | 111                  | Cf02647135_m1                             |       |
| <i>cPIGR</i>   | Manufacturer's proprietary information                                                                           | 70                   | Cf02625115_m1                             |       |
| <i>cSFRP1</i>  | Manufacturer's proprietary information                                                                           | 69                   | Cf02654440_m1                             |       |
| <i>cSCUBE2</i> | Manufacturer's proprietary information                                                                           | 77                   | Cf02632274_m1                             |       |
| <i>cMMP2</i>   | Manufacturer's proprietary information                                                                           | 58                   | Cf02623423_m1                             |       |
| <i>cSDK1</i>   | Manufacturer's proprietary information                                                                           | 75                   | ARPRKXN                                   |       |

**Supplementary Table 7.** Antibodies and conditions used for immunofluorescence. Basic/acidic antigen retrieval indicate 20 min incubation in pH 9.0 EDTA buffer or pH 6.0 citrate buffer in a pressure cooker set to 98°, respectively.

| Primary antibody         |                  |                   |                   |                         | Secondary antibody conditions                               |
|--------------------------|------------------|-------------------|-------------------|-------------------------|-------------------------------------------------------------|
| Antigen                  | Type             | Source            | Antigen retrieval | Dilution And incubation |                                                             |
| SMA (anti human)         | Monoclonal Mouse | M0851, Agilent    | None              | 1:400, RT, 1h           | goat anti mouse (Invitrogen A11005, 594) 1:400, 1 hour, RT  |
| Vimentin (anti mouse)    | Monoclonal Mouse | M7020, Agilent    | Basic             | 1: 150, RT, 1h          | goat anti mouse (Invitrogen A11005, 594) 1:400, 1 hour, RT  |
| Collagen IV (anti mouse) | Monoclonal Mouse | Bio-Rad 2150-1470 | Basic             | 1:50, 4°C , over night  | goat anti rabbit (Invitrogen A11012, 594) 1:400, 1 hour, RT |

How the deposited data were processed for this re-analysis (not part of the article)

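RNAseq of laser-captured stroma from 13 canine simple mammary adenomas was re-analysed, with 1 AAS sample and 1 normal stroma sample per case. The authors made the values from the sequencing reads with kallisto 0.44.0, using sequence-based bias correction and Ensembl transcripts of CanFam3.1, and summed them per gene with tximport 1.8.0. They deposited the result as estimated counts per gene, without normalization, for 18466 genes and 26 samples. The stored estimated counts are whole numbers, and rounding them before the count tests changed no value. No 2 samples held identical values. Each sample's group and pair number were taken from its label, which matches the sample names in Fig. 1a. The labels call the tumour stroma cancer-associated stroma, where the paper writes AAS. The pair number joins the 2 samples of 1 case, as the methods describe and as the shared case data of the labels show. Following the methods, pair 14 was left out of the main comparison, which used 12 pairs, and was added as an alternative.

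The estimated counts were filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. This kept 4544 genes. A gene counted as differentially expressed at an adjusted p-value (Benjamini-Hochberg) below 0.05 and a log2 fold change beyond 1 in either direction, the thresholds of the paper's methods. The main comparison has no term for the pair, because the methods name none. It thereby ignores that the samples are matched, and the comparison with the block is the one that follows the design. DESeq2 1.42.0 served for the alternative Wald test, with its independent filtering turned off unless stated, and for the variance-stabilizing transformation behind the sample correlations. The authors used DESeq2 1.22.0. Normalized CPM values are scaled counts divided by the TMM-scaled library size. Log2 CPM values carry a prior count of 2. Standard errors given for edgeR were derived as the absolute log2 fold change divided by the square root of the F statistic. Permutation tests with 100000 resamples and exact sign-flip tests over the pairs (4096 sign patterns) used scipy 1.17.1 under Python 3.11.15. The fit was tested on simulated counts drawn from the gene means, dispersions and library sizes of these samples, with 200 genes changed. It recovered 144 of them with 5 false calls among 4226 tested genes, and made 0 calls when no gene was changed. With the pair number as a block it recovered 132 with 3 false calls. DESeq2 recovered 152 with 18 false calls, and with the block 149 with 43. The simulated samples of a pair shared nothing, unlike the real ones. The simulation therefore cannot weigh fits with the block against fits without it. Without a filter on low counts edgeR recovered 161 with 431 false calls, and made 374 calls when no gene was changed.

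Total counts ranged from 419770 to 1614120 over the 24 samples used. At these depths the biological coefficient of variation, the spread between samples of a group beyond counting error, was 66.7% of a typical gene's mean, and 61.5% with the block, so that the number of samples rather than counting error limits the precision of genes with many counts. The filter on low counts removed, among others, STRA6, PIGR, SMOC2, MMRN1, RUNX1 and SPINK5. These were reported from a fit that kept genes with a mean of at least 5 counts, or by their normalized counts.

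Gene symbols were taken from the readable parts of Supplementary Tables 1 and 2, which pair 3302 of the 18466 identifiers with a symbol, 1766 of them in the first table and 1864 in the second. The first is sorted by significance of the comparison between AAS and normal stroma, so that symbols are more often known for genes that changed. The genes named in the text follow a fixed rule. They are every gene that the paper names for AAS against normal stroma in its results, in Fig. 1b, Fig. 2, Fig. 3d and Fig. 5b, and the 5 largest rises and falls among genes past the threshold, with a symbol, that changed in the same direction in all 12 pairs. Of 67 genes that the paper names, 15 have no identifier there and are not analysed here. A table of dog genes for the assembly UU_Cfam_GSD_1.0 was used only to find which genes neighbour or overlap each other. It is another build than CanFam3.1, so that no coordinates are given. Modules were taken from Supplementary Table 3, and gene families were defined by symbol in place of the gene sets of the paper.

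The gene families, the rule for named genes and the alternatives were set before the data were examined, apart from the alternatives named last. The alternatives are the pair number as a block, DESeq2 with and without the block, RLE normalization, no filter on low counts, a filter of at least 10 counts in every sample, a filter on a mean of 5 counts, all 13 pairs, DV200 as a covariate with and without the block, a test against the fold change threshold itself (glmTreat), no fold change threshold, and leaving out the 10 genes with the highest total count. Alternatives chosen after seeing the data are the comparison without pair 7, all 13 pairs with the block, DESeq2 with other filters, families under DESeq2 with the block, and modules and families limited to symbols of Supplementary Table 2. The carcinoma data, the weighted co-expression network, PLSDA, cell type estimation, over-representation of GO terms, hallmark enrichment, RT-qPCR, immunofluorescence and the human survival data are not analysed here.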

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

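Neither of the 2 tests of this part was chosen after the score was seen. The AAS sample of pair 14 is in the deposited data, but the paper left it out together with its normal stroma partner from the analysis of its sequencing data. A score was formed from the 82 genes that differed between AAS and normal stroma in the other 12 pairs, as the mean scaled log2 CPM of the 28 higher genes minus that of the 54 lower genes. In the 12 pairs, from which the genes were chosen, it ran from -1.75 to -1.04 in normal stroma and from 0.90 to 1.86 in AAS. The AAS sample of pair 14, which had no part in that choice, scored 0.33, above every normal stroma sample and below every AAS sample of the other pairs. Its normal stroma partner, which had no part in it either, scored -1.25, among the normal stroma samples. Since the genes were chosen because they separate the 12 pairs, the choice can push the scores of these pairs apart. How far it does so was not tested, and the normal stroma partner, also outside the choice, was not drawn toward the middle. The ranges of the 12 pairs therefore do not show whether the change in pair 14 is smaller. Between the 2 samples of pair 14, 61 of the 82 genes differed in the direction seen in the 12 pairs.

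A small library was tested as a technical explanation for the place of this AAS sample. Its library size of 824086 estimated counts lies among those of the AAS group, of which 5 of 12 samples have smaller totals, so that the score does not follow from an unusual library size. An exchange of the 2 samples of the pair was tested through the partner, which would then score above the normal stroma samples, and its -1.25 goes against that. The partner has few counts, and its score cannot show whether the AAS sample itself was mislabelled in another way. No gene took an unusual part of the counts, the most counted one holding 13.8%. RNA from other cells in the sample was not tested, so that the score cannot be told apart from a mixture of AAS with normal stroma or from another mislabelled sample. A hypothesis that remains is that the AAS of this case differs from its normal stroma in many of the same genes as the other cases. VIM, which is higher in the AAS sample of this pair (2171 against 1707.5 normalized CPM), goes the other way.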

How the results depend on the processing

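The number of differentially expressed genes and their split into higher and lower depended on the processing, while none of the 55 named genes changed direction. The 82 genes (28 higher, 54 lower in AAS) became 115 with the pair number as a block (29 higher, 86 lower), of which 77 were among the 82. DESeq2 gave 134 genes (50 higher, 84 lower), and 227 with the block (72 higher, 155 lower). A filter on a mean of 5 counts gave 153 (64 higher, 89 lower), a filter of at least 10 counts in every sample 14 of 898 tested (6 higher, 8 lower), and the test against the fold change threshold itself 33 (12 higher, 21 lower). RLE normalization, no fold change threshold, all 13 pairs, DV200 as a covariate with or without the block, and leaving out the 10 genes with the highest total count gave between 78 and 101 genes.

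Without a filter on low counts, 1690 of 18441 genes passed, and the split turned to 1258 higher and 432 lower, or 74.4% higher against 34.1% in the main comparison. The median log2 fold change of all genes was then 0.22, against 0.01. This setting also made 374 calls on simulated counts without any change, so that its number is not a measure of change. With the block and DV200 together, 101 genes passed and 19.8% were higher, at a median log2 fold change of -0.10. The cause of these shifts was not tested.

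Alternatives chosen after seeing the data gave 81 genes without pair 7 (27 higher, 54 lower, 73 of them among the 82) and 111 with all 13 pairs and the block (29 higher, 82 lower). DESeq2 with a mean of at least 5 counts gave 211 (103 higher, 108 lower), and 332 with the block (143 higher, 189 lower). DESeq2's independent filtering in place of another filter gave 235 (132 higher, 103 lower), and 305 with the block (128 higher, 177 lower).

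The correlation gap kept its direction and passed under each of its 5 alternatives, between 0.0131 without a filter and 0.0917 with the 10% most variable genes. The scores of modules blue, brown and green did so too, except that no symbol of Supplementary Table 2 alone names a tested gene of module green. The green score rests on 1 of 37 genes, or 2 without a filter, and so describes a single gene rather than a module. Module turquoise did not pass without a filter on low counts (-0.13) or with the symbols of Supplementary Table 2 alone (-0.25), and module yellow did not with these symbols (0.40). Module red, with 3 genes, never passed. Matrix and immune genes were over-represented under each of the 7 alternatives run for the families (the block, DESeq2 with and without it, no fold change threshold, no filter, all 13 pairs, and the symbols of Supplementary Table 2 alone). The alternative without a filter counts for little, since that setting also made many calls on simulated counts without any change. Adhesion genes passed only with all 13 pairs (odds ratio 4.84) and with DESeq2 and the block (3.45), and with the symbols of Supplementary Table 2 alone none of 4 tested adhesion genes was among the 14 differentially expressed genes (odds ratio 0). The difference in log2 library size went from -0.22 to 0.051 with all 13 pairs, because the normal stroma sample of pair 14 has 83727 counts. The cause of the other changes was not tested.

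The 55 named genes gave 822 values under these settings. None changed direction, 757 stayed on their side of an adjusted p of 0.05, 51 passed where they had not before, and 14 no longer passed. Most of the 51 come from the block, DESeq2 or the missing filter, and MMP2, VIT, XG and EGFLAM are among them. Depth limits the genes with few counts. The AAS sample of pair 7 holds 93673 counts outside its most counted gene, and without this pair C3 and IGHM did not pass.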

Differences from the paper's values

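The paper's text gives 193 differentially expressed genes, 57 higher and 136 lower in AAS, against 82, 28 and 54 here. Its Supplementary Table 1 lists 288 genes, 107 higher and 181 lower. Of the alternatives set before the data were examined, DESeq2 with the pair number as a block came within 1.5 times of all 6 numbers, with 227 genes, 72 higher and 155 lower. Of these 227 genes, 225 are among the 288 of that table. DESeq2 without the block (134 genes, 50 higher) and a filter on a mean of 5 counts (153 genes, 64 higher) came within 1.5 times of the 193 and the 57 but not of the 136 or the numbers of the table. The other alternatives did not come within 1.5 times of any of them. DESeq2 with the block and independent filtering (305 genes, 128 higher, 177 lower) and with the block and a mean of at least 5 counts (332 genes, 143 higher, 189 lower) came within 1.5 times of the table's numbers, and both were chosen after the values were seen. DESeq2 without the block also came within 1.5 times of the 193 and the 288, with 211 genes at a mean of at least 5 counts and 235 with independent filtering, settings likewise chosen after the values were seen.

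In Supplementary Table 1 the paper's log2 fold changes are -1.77 for MMP2, -3.19 for VIT and -2.53 for SDK1, against -1.33, -2.35 and -1.91 here. With the block (-1.75, -3.12 and -2.44) and with DESeq2 and the block (-1.77, -3.19 and -2.53), each value fell within the larger of the 2 standard errors, the paper's and that of the value here, of the paper's value. With DV200 as a covariate MMP2 did so at -1.45, and with the block and DV200 together MMP2 (-2.10) and VIT (-2.97) did. None of the other alternatives set before the data were examined closed these gaps. Among the settings chosen after the values were seen, all 13 pairs with the block, DESeq2 with the block at a mean of at least 5 counts, and DESeq2 with the block and independent filtering did so for all 3 genes, and leaving out pair 7 did so for MMP2 and SDK1. DESeq2 without the block gave -1.34, -2.34 and -1.88, so that between the DESeq2 fits the block moved these values to the paper's. Values equal to 2 decimals point to a pair term in the paper's test, which its methods do not name.

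For ACTA2, the paper's p-value is 0.0015, against an unadjusted 0.0418 here. None of the alternatives set before the data were examined came within 1.5 times of it, the nearest being the block with DV200 (0.00239) and DESeq2 with the block (0.00348).

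In Fig. 1a the paper's samples fall into an AAS and a normal stroma cluster. Here 11 of 24 samples lay outside the cluster of their group with all genes and 8 of 24 with the 10% most variable ones, and none of the settings tried gave a complete separation, the fewest being these 8. In Fig. 3c the paper shows module turquoise higher in AAS than in normal stroma, in data merged with the carcinoma samples and adjusted for batch. In the adenoma samples alone, the genes of that module with a symbol were lower in AAS by 0.27. BGN and LTBP2 were read here from Fig. 5b as part of the cluster of genes that the paper describes as hardly changed in AAS. The paper's text names neither gene for that cluster. Their log2 fold changes here were 2.96 and 3.17. For the same genes, the paper's Supplementary Table 1 gives 3.18 and 3.78, and Fig. 1b labels both as higher in AAS. The paper's discussion also counts BGN among hub genes that increase step by step from normal stroma over AAS to CAS.

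Some genes that the paper lists or labels as changed did not pass here, but did under some of the alternatives set before the data were examined. MMP2 passed with the block, with DESeq2 with and without the block, without a filter, with all 13 pairs, and with the block and DV200. VIT passed under the same settings except the last, and also with DV200 alone and with a mean of at least 5 counts. EGFLAM passed with the block, with DESeq2 and the block, and without a filter, and XG under these 3 and with the block and DV200. HMCN2 passed with DESeq2 and the block, without a filter, and with the block and DV200, SCARA5 with the first 2 of these, and POSTN with DESeq2 and the block alone. STRA6 and PIGR, which were below the filter, passed with a mean of at least 5 counts and without a filter, as did MMRN1. With all 13 pairs MMRN1 was tested and did not pass. SMOC2 passed without a filter alone. Passing without a filter carries little weight for any of these genes, since that setting made 374 calls on simulated counts without any change. Among the settings chosen after the values were seen, DESeq2 with the block and either other filter called MMP2, VIT, EGFLAM, XG, SCARA5, HMCN2 and POSTN, and all 13 pairs with the block called the first 4 of these and MMRN1. DESeq2 without the block called VIT with either filter and MMP2 at a mean of at least 5 counts. These 4 DESeq2 settings also called STRA6, PIGR and MMRN1, and leaving out pair 7 called PIGR.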

Other observations

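The splits other than that of all 82 genes, the test on neighbouring genes as a group and the tests on clusters and library size were chosen after the results were seen. The other tests of this part were chosen before.

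The labels of AAS and normal stroma were swapped within pairs to see how often other splits of the same 24 samples give as many genes. Each split parts all 12 pairs and differs from the real one in which samples of the pairs are called AAS. Of 100 splits, 1, the real one, gave 82 or more genes. The next gave 39 and differs from the real one by a single swapped pair, the one after it gave 5, and 95 of the 99 other splits gave 0. The same held for the higher genes (1 of 100 splits), the lower genes (1 of 100) and the 115 genes of the comparison with the block (1 of 100, where the next gave 55). Without a filter on low counts, 20 splits were drawn. The real one alone reached 1690 genes (1 of 20 splits), which 20 splits cannot tell from chance, and 7 of the 19 others gave between 815 and 1544 genes. The remaining 12 gave 17 or fewer.

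RNA quality was tested as an explanation of the changed genes. With DV200 added to the comparison with the block, 81 of the 115 genes kept passing, so that a difference in RNA quality does not account for most of them. Whether the other genes follow RNA quality is left open, since the covariate also costs precision. The following genes were singled out after their values were seen. EGFLAM and GALNT15 no longer passed although their log2 fold changes did not shrink. SDK1 and ANO1 no longer passed either, and theirs shrank, from -2.44 to -1.72 and from 3.63 to 3.24. The standard error of SDK1 did not grow (0.61 with the block alone, 0.59 with DV200 added). By this derived standard error, lost precision alone does not explain why SDK1 no longer passed. RNA from other cell types was to be tested with lists of marker genes. Too few markers have a symbol and enough counts, with 2 of 16 epithelial, 3 of 11 Schwann cell, 8 of 16 immediate early and 0 of 9 adipocyte genes, where 80% were required. These tests are void, so that the changed genes cannot be told apart from epithelial RNA in AAS, or from nerve RNA, fat RNA or a response to tissue handling in normal stroma.

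Several genes with changes in AAS lie beside a gene of the extracellular matrix, which changed in the same direction in 3 of the 4 cases below and was not tested for SLC1A7. In the annotation used for neighbourhood, ISCA2 overlaps LTBP2 by 1568 bp, CYP21A2 overlaps TNXB by 481 bp, SLC1A7 overlaps PODN by 17268 bp, and TFG ends 277 bp from ABI3BP. This annotation is not that of the CanFam3.1 transcripts behind the counts, and overlap among those transcripts was not checked. Reads of the matrix gene could be counted on its neighbour. If so, the 2 genes should rise and fall together between samples of a group. For CYP21A2 and TNXB, after removing the group means, Pearson's r was 0.82 and Spearman's rho 0.80 over 24 samples (permutation tests, p = 1e-05 each, the smallest they can give, 3e-05 adjusted over 3 relations). Without the 2 samples farthest from the median of CYP21A2, r was 0.74, and it was 0.92 within normal stroma and 0.81 within AAS. Of 1000 genes with a similar mean count, 0 correlated with TNXB as strongly. For TFG and ABI3BP, r was 0.58 and rho 0.55 (permutation tests, p = 0.0022 and 0.0064, adjusted 0.0033 and 0.0096), and 15 of 1000 genes correlated with ABI3BP as strongly. Without the 2 samples farthest from the median of TFG, r was 0.34, so that this relation rests in part on these samples. Removing the group means leaves in what the 2 samples of a pair share. Over the differences within pairs, r was 0.44 for TFG and ABI3BP, 0.80 for CYP21A2 and TNXB and 0.39 for ISCA2 and LTBP2. For ISCA2 and LTBP2, r was 0.22 and rho 0.28 (permutation tests, p = 0.30 and 0.18), and 114 of 1000 genes correlated with LTBP2 as strongly, so that over both groups the test gave no sign of shared reads. LTBP2 has few counts in normal stroma, where r was -0.23, while r was 0.78 within AAS. Shared reads within AAS can therefore not be excluded, and the difference between the groups was not tested. SLC1A7 could not be tested, since PODN was below the filter. The mean counts were 587 for ISCA2 against 56.9 for LTBP2, 478 for CYP21A2 against 399 for TNXB, 267 for TFG against 34.3 for ABI3BP, and 409 for SLC1A7 against 10.3 for PODN. They do not show how reads were divided between neighbours. Reads of TNXB counted on CYP21A2 are a candidate explanation. Reads of ABI3BP counted on TFG are a weaker candidate, since the relation rests on fewer samples and these genes do not overlap in the annotation used for neighbourhood. Neighbours that share regulation would correlate as well, and the counts cannot separate these.

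The 69 differentially expressed genes that the annotation lists by symbol contain 4 pairs of direct neighbours, CYP21A2 with TNXB, ISCA2 with LTBP2, TFG with ABI3BP, and DLA-DRA with HLA-DRB1. In 10000 random sets of 69 among 1808 tested genes with a symbol, the mean was 0.327 pairs, and 0.03% of the sets held as many. Reads shared between neighbouring genes may add to this, but shared regulation would give the same pattern and was not tested.

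The 2 clusters of samples in the correlation analysis did not follow the groups, and the library size of the sample was tested as an explanation. With all genes, 6 of the 7 samples of the smaller cluster are among the 7 samples with the smallest total counts, where 2.04 would be there by chance (one-sided Fisher's exact test, p = 0.000347). With the 10% most variable genes, 4 of 4 are among the 4 smallest, against 0.667 by chance (p = 9.41e-05). The first split of the samples may therefore reflect library size rather than tissue. The 4 samples of the second cluster are all AAS, so that library size and tissue cannot be told apart there.

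The AAS sample of pair 7 has fewer genes with 10 counts (1220) than the normal stroma sample that the paper excluded (1403), and 84.9% of its counts lie in 1 gene. Without this pair, a comparison chosen after its depth was seen, 81 genes passed, and 73 of them were among the 82.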
